# Dynamic enhancer landscapes in human craniofacial development

**DOI:** 10.1038/s41467-024-46396-4

**Published:** 2024-03-06

**Authors:** Sudha Sunil Rajderkar, Kitt Paraiso, Maria Luisa Amaral, Michael Kosicki, Laura E. Cook, Fabrice Darbellay, Cailyn H. Spurrell, Marco Osterwalder, Yiwen Zhu, Han Wu, Sarah Yasmeen Afzal, Matthew J. Blow, Guy Kelman, Iros Barozzi, Yoko Fukuda-Yuzawa, Jennifer A. Akiyama, Veena Afzal, Stella Tran, Ingrid Plajzer-Frick, Catherine S. Novak, Momoe Kato, Riana D. Hunter, Kianna von Maydell, Allen Wang, Lin Lin, Sebastian Preissl, Steven Lisgo, Bing Ren, Diane E. Dickel, Len A. Pennacchio, Axel Visel

**Keywords:** Morphogenesis, Functional genomics, Embryogenesis

## Abstract

The genetic basis of human facial variation and craniofacial birth defects remains poorly understood. Distant-acting transcriptional enhancers control the fine-tuned spatiotemporal expression of genes during critical stages of craniofacial development. However, a lack of accurate maps of the genomic locations and cell type-resolved activities of craniofacial enhancers prevents their systematic exploration in human genetics studies. Here, we combine histone modification, chromatin accessibility, and gene expression profiling of human craniofacial development with single-cell analyses of the developing mouse face to define the regulatory landscape of facial development at tissue- and single cell-resolution. We provide temporal activity profiles for 14,000 human developmental craniofacial enhancers. We find that 56% of human craniofacial enhancers share chromatin accessibility in the mouse and we provide cell population- and embryonic stage-resolved predictions of their in vivo activity. Taken together, our data provide an expansive resource for genetic and developmental studies of human craniofacial development.

## Abstract (web summary)

Rajderkar et al. provide a genome-wide compendium of transcriptional enhancers active in human craniofacial development, along with single-cell resources for studies of mammalian craniofacial morphogenesis.

## Introduction

The development of the human face is a highly complex morphogenetic process. It requires the precise formation of dozens of intricate structures to enable the full complement of facial functions including food uptake, breathing, speech, major sensory functions including hearing, sight, smell, taste, and nonverbal communication through facial expression. Intriguingly, these functional constraints coincide with substantial inter-individual variation in facial morphology, which humans use as the principal means for recognizing each other. Apart from providing the basis for normal facial variation, early developmental processes underlying facial morphogenesis are highly sensitive to genetic abnormalities as well as environmental effects^1^. Even subtle disturbances during embryogenesis can result in a range of craniofacial defects or dysfunctions^2^. In embryonic facial development, the primary germ layers, as well as the neural crest contribute crucially to the formation of the pharyngeal arches, the frontonasal process and the midface, which in combination give rise to the derived structures of the face^3–6^. The primary palate forms by the fifth week post conception^7^ and the development of primary palate derivatives, secondary palate, and many other structures, combined with overall rapid growth, result in a discernable human-like appearance by the tenth week post conception^8^. Genetic or environmental perturbations during these crucial developmental stages are known to result in craniofacial malformations of varying severity and of typically irreversible nature^9–13^. Development of the mammalian face requires a conserved set of genes and signaling pathways^14^, which are regulated by distant-acting transcriptional enhancers that control gene expression in time and space^15–22^. Together with the genes they control, these enhancers are a critical component of mammalian craniofacial morphogenesis. It is estimated that there are hundreds of thousands of enhancers in the human genome for ~20,000 genes^23^, and chromatin profiling studies have identified initial sets of enhancers predicted to be active in craniofacial development^15,23,24^. However, these datasets do not cover critical stages of human facial development, such as secondary palate formation. Several single-cell studies have been performed for the developing face in vertebrate and mammalian model systems, as well as some human face tissues^6,25–42^. While these studies cover several specific cell lineages or anatomical subregions of the face, the broad enhancer landscape of mammalian face development at cell-type resolution remains incompletely understood. In part due to the continued incomplete annotation state of the craniofacial enhancer landscape, the number of enhancers that could be mechanistically linked to facial variation or craniofacial birth defects has remained limited^15–21^. With an increasingly refined view of the genetic variation underlying human facial variation^43^ and whole genome sequencing as an increasingly common clinical approach for the identification of noncoding mutations in craniofacial birth defect patients^44,45^, an expanded and accurate map of human craniofacial enhancers is critical for the interpretation of any noncoding findings emerging from these studies.

Here we provide a comprehensive compilation of regulatory regions from the developing human face during embryonic stages critical for birth defects, including orofacial clefts, along with gene expression and open chromatin signatures at single-cell resolution for the developing mouse face.

## Results

### Epigenomic landscape of the human embryonic face

To map the epigenomic landscape of critical periods of human face development, we focused on Carnegie stages (CS) 18–23, a period coinciding with the formation of important structures, including the maxillary palate, rapid overall growth, and significant changes in the relative proportions of craniofacial structures that impact on ultimate craniofacial shape^8,46,47^. These stages are of direct clinical relevance because common craniofacial defects, including cleft palate and major facial dysmorphologies, result from disruptions within this developmental window (Fig. 1a)^48,49^. To determine the genomic location of enhancers, we generated genome-wide maps of the enhancer-associated histone mark H3K27ac (ChIP-seq), accessible chromatin (ATAC-seq), and gene expression (RNA-seq) from embryonic face tissue for CS18, 19, 22, and 23 (Supplementary Fig. 1, Supplementary Data 1). To extend our compendium to earlier stages, we complemented this data with published H3K27ac peaks (ChIP-seq) from CS13-17 human face tissue and an additional available sample at CS20^24^ (Supplementary Data 1; Methods). In total, we observed 13,983 reproducible human candidate enhancers, as defined by the presence of H3K27ac signal in at least two biological samples at any stage between CS13-23 of development (Supplementary Data 2). We examined the correlation between H3K27ac peaks and chromatin accessibility focusing on week 7 (comprising CS18 and CS19), since the largest number of perfectly matched datasets (H3K27ac peaks and chromatin accessibility data from the same biological samples) were available for this stage. We observed that 2225 out of 3182 (70%) of the reproducible H3K27ac peaks overlap at least one ATAC-seq peak derived from the same samples (Supplementary Data 3; Methods).

**Fig. 1:**
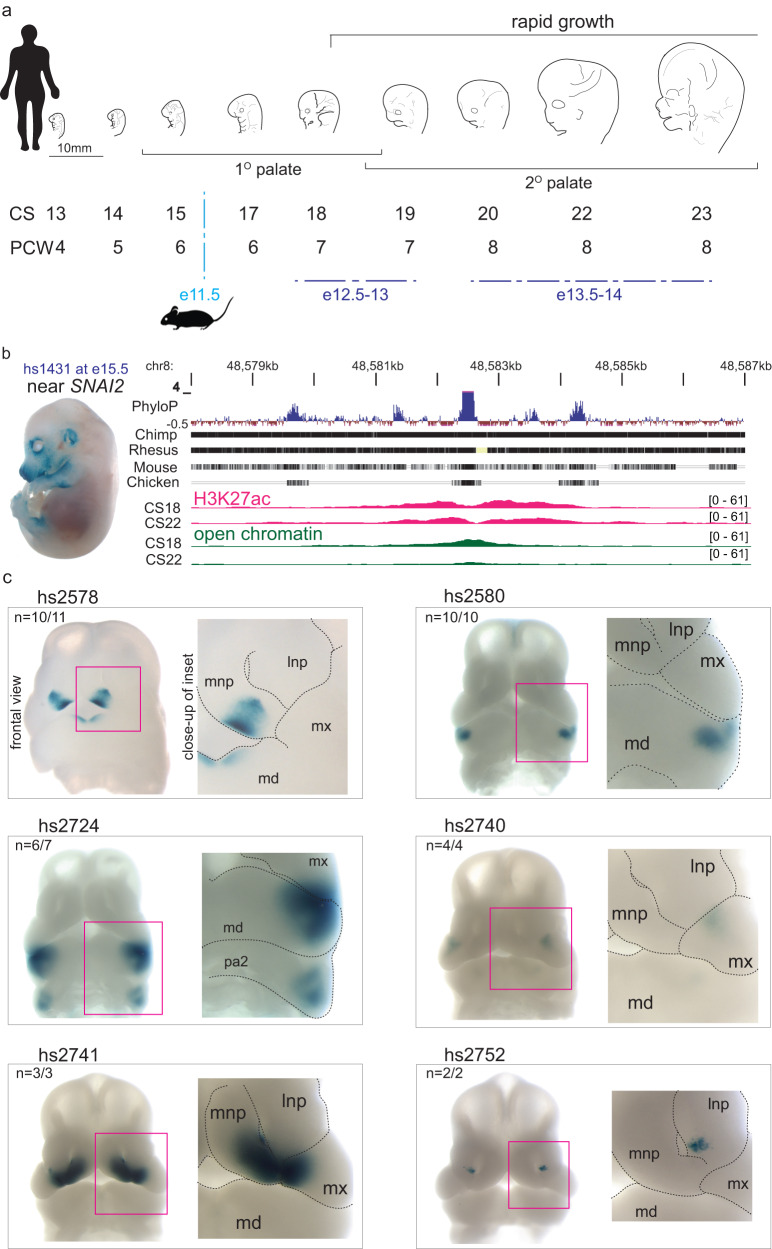
Developmental enhancers in human craniofacial morphogenesis. **a** Developmental time points coinciding with critical windows of craniofacial morphogenesis are shown by Carnegie stage (CS) and post-conceptional week (PCW) in humans, and comparable embryonic (**e**) stages for mouse are shown in embryonic days. **b** Representative embryo image at e15.5 for an in vivo-validated enhancer (hs1431) shows positive *lacZ*-reporter activity in craniofacial structures (and limbs). Adjacent graphic shows the genomic context and evolutionary conservation of the region, with H3K27ac-bound and open chromatin regions located within the hs1431 element. **c** Six examples of human craniofacial enhancers discovered in this study with in vivo activity validated in e11.5 transgenic mouse embryos. Enhancers hs2578, hs2580, hs2724, hs2740, hs2741 and hs2752 show *lacZ*-reporter activity in distinct subregions of the developing mouse face. Lateral nasal process (lnp), medial nasal process (mnp), maxillary process (mx), mandibular process (md), and pharyngeal arch 2 (pa2). *n*, reproducibility of each pattern across embryos resulting from independent transgenic integration events.

For an initial assessment of the biological relevance of this genome-wide set of predicted human craniofacial enhancers, we compared it with the large collection of in vivo-validated enhancers available through the VISTA enhancer browser^50^. Among the 130 human craniofacial regulatory elements that have been tested in VISTA to date and that are annotated for branchial arch, facial mesenchyme, or nose, we identified 38 cases (29%) with overlaps with an enhancer predicted through the present human-derived epigenomic dataset (Supplementary Fig. 2, Supplementary Data 4). A representative example of a validated VISTA craniofacial enhancer is shown in Fig. 1b.

To assess the value of these data for the discovery of additional craniofacial in vivo enhancers in the human genome, we tested 60 candidate human enhancers in a transgenic mouse assay (Supplementary Data 5; Methods). Of these, a total of 28 candidate enhancers were positive for reporter activity, out of which we identified 16 cases of previously unknown enhancers that showed reproducible activity in craniofacial structures. Figure 1c illustrates the rich diversity of craniofacial structures in which these enhancers drive reproducible in vivo activity. Examples include enhancers driving expression in restricted subregions of the medial nasal and mandiblular processes (hs2578), the mandibular (hs2580), the mandibular process and the second pharyngeal arch (hs2724), the maxillary (hs2740), the medial nasal and maxillary  processes (hs2741), or the lateral nasal process (hs2752, Fig. 1c). Of the 16 enhancers positive for craniofacial tissues, 8 were simultaneously active in non-craniofacial structures such as the brain or limb, while the remaining 12 out of the total 28 were only positive in non-craniofacial tissues (Supplementary Data 5).

### Developmental dynamics of human craniofacial enhancers

To further assess the biological relevance of the human candidate enhancer sequences identified by our approach, we examined known functions of their presumptive target genes using rGREAT ontology analysis^51^. The identified candidate enhancers are enriched near genes implicated in craniofacial human phenotypes, with 9 of the top 15 terms directly related to craniofacial or eye-associated phenotypes (Fig. 2a, and Supplementary Data 6), including midface retrusion, reduced number of teeth, and abnormality of maxilla.

**Fig. 2:**
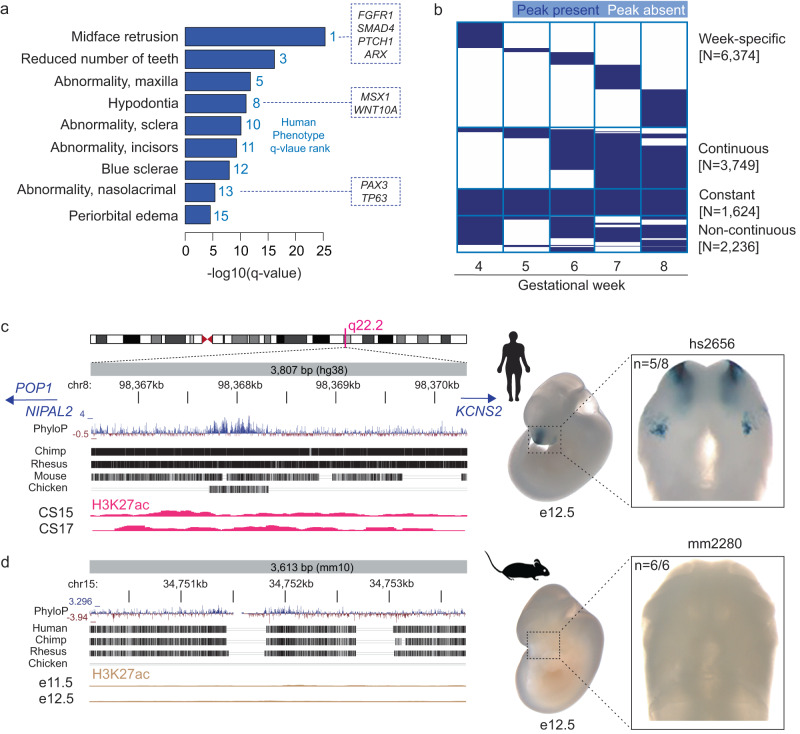
Developmental dynamics and conservation of human craniofacial enhancers. **a** Results of rGREAT ontology analysis for 13,983 reproducible human craniofacial enhancers, ranked by Human Phenotype *q*-value. The ontology terms indicate that our predictions of human craniofacial enhancers are enriched near presumptive target genes known to play important roles in craniofacial development (examples in boxes). **b** Predicted activity windows of 13,983 candidate human enhancers (rows) arranged by gestational weeks 4–8 of human development (columns). Blue, active enhancer signature; white, no active enhancer signature. Source data are provided as part of Supplementary Data 2 and in the Source Data file. **c**, **d** Left: genomic position and evolutionary conservation of human candidate enhancer hs2656 (**c**) and its mouse ortholog mm2280 (**d**). The human sequence, but not the orthologous mouse sequence, shows evidence of H3K27ac binding at corresponding stages of craniofacial development (beige tracks). Right: Representative embryo images at e12.5 show that human enhancer hs2656, but not its mouse ortholog mm2280, drives reproducible *lacZ*-reporter expression in the developing nasal and maxillary processes at e12.5. *n*, reproducibility of each pattern across embryos resulting from independent transgenic integration events.

In a complementary assessment, we explored the putative target genes of the human reproducible enhancers with predictions from publicly available promoter-centric long-range chromatin interaction data for ~19,000 human promoters^52^. This interaction-based mapping strategy identified 3005 chromatin segments containing predicted craniofacial enhancers interacting with the promoters of 2921 nearby genes (Supplementary Data 7; Methods). Across 2263 predicted gene-enhancer pairs with epigenomic enhancer predictions and gene expression data available from identical biological samples, we observed a positive correlation between sample-specific enhancer activity and gene expression levels (*p* = 0.00002; Mann–Whitney *U* test; see Supplementary Fig. 3, Supplementary Data 8; Methods). We also examined the genome-wide set of human craniofacial candidate enhancers for the presence of noncoding variants implicated in inter-individual variation in facial shape and in craniofacial birth defects through genome-wide association studies (GWAS). We aggregated lead SNPs from 41 studies of normal facial variation and craniofacial disease (Supplementary Data 9; Methods). From 1404 lead SNPs from these studies, we identified 27,386 SNPs in linkage disequilibrium (LD; *r*^2^ ≥ 0.8) with the lead SNPs for the appropriate populations in the respective craniofacial GWAS. Upon intersection with H3K27ac-bound regions from bulk face tissue between stages CS13-23 (Fig. 1a), we observed a total of 209 predicted enhancer regions overlapping with 605 unique LD SNPs. This LD SNP density represents an enrichment compared to control SNPs not implicated in craniofacial traits (OR = 1.27, *p* < 10^−8^; Methods). This includes 43 candidate enhancer regions overlapping with 102 unique disease SNPs, and 176 candidate enhancers overlapping with 515 unique SNPs for normal facial variation (Supplementary Data 10).

The activity of individual enhancers can be highly dynamic across developmental stages, supporting that enhancers regulate both spatial and temporal aspects of developmental gene expression^23,53^. To explore the temporal dynamics of human craniofacial enhancers, we determined the temporal activity profile of all 13,983 human candidate enhancers by week of development, covering gestational weeks 4 to 8 (Fig. 2b; Methods). We found that a small proportion (1624 elements or 11.6%) of elements were predicted to be continuously active (labeled “constant” in Fig. 2b) as enhancers throughout all five weeks. Nearly half (6347) showed narrow predicted activity windows limited to a single week, while another 3,749 showed continuous activity periods covering a subset of the five weeks. A smaller number of enhancers (2236) with predicted non-continuous activities likely contains elements with truly discontinuous activity (e.g., in different subregions of the developing face), and elements not reaching significant signal at some stages, e.g., due to changes in relative abundance of cell types. We note that the analysis of temporal dynamics of subsets of enhancers may potentially be influenced by the variable number of samples or peaks per week. However, we do not observe obvious confounding effects due to these variables within the samples we have analyzed (Supplementary Fig. 4, Supplementary Data 11; Methods). In combination, these datasets provide an extensive catalog mapping the genomic location of human craniofacial enhancers, including their temporal activity patterns during critical stages of craniofacial development.

To assess the conservation of candidate enhancers identified from human tissues in the mouse model, we compared H3K27ac binding data from human developmental stages CS13-23 to published results for histone modifications at matched stages of mouse development^23^. The majority (12,179 of 13,983; 87%) of the human candidate enhancers are conserved to the mouse genome at the sequence level, defined by the presence of alignable sequence using LiftOver (UCSC Genome Browser^54^) and that is syntenic relative to surrounding protein-coding genes. Among these conserved sequences, 8257 (59%) of the human candidate enhancers showed H3K27ac binding in the mouse, indicating their functional conservation. The remaining 3922 (28%) regions were sequence-conserved but showed no evidence of enhancer activity in the mouse tissues examined (Supplementary Data 12; Methods), suggesting that these regions are active enhancers in humans only and highlighting the potential value of human tissue-derived epigenomic data for human craniofacial enhancer annotation.

To assess whether the differences in epigenomic signatures between human and mouse translate into species-specific differences in in vivo enhancer activity, we used a transgenic mouse assay to compare the human and mouse orthologs of an enhancer showing an active enhancer signature in the human genome only. We chose a candidate enhancer located near genes *POP1*, *NIPAL2,* and *KCNS2*, located in the *8q22.2* region associated with non-syndromic clefts of the face^55^ (Fig. 2c/d). Documented mutations in *POP1* cause Anauxetic Dysplasia with pathognomonic short stature, hypoplastic midface and hypodontia along with mild intellectual disability^56–58^. We generated enhancer-*lacZ*-reporter constructs of the human and mouse orthologs of the candidate enhancer region and used CRISPR-mediated transgene insertion at the H11 safe harbor locus^59,60^ to create transgenic mice. Embryos transgenic for the human ortholog (hs2656) show reproducible activity in the developing nasal and maxillary processes at embryonic day (e) 12.5, confirming that the human tissue-derived enhancer signature correctly predicts in vivo activity at the corresponding stage of mouse development (Fig. 2c). In contrast, we did not observe reproducible craniofacial enhancer activity with the mouse orthologous sequence, concordant with the absence of enhancer chromatin marks in mouse at this location (mm2280, Fig. 2d).

### Single-cell transcriptomics of the craniofacial development

To provide a higher-resolution view of the enhancer landscape of craniofacial development, we complemented these detailed maps of human craniofacial enhancers with single-cell-resolved data, with the goal to identify the cell population-resolved activity signatures of individual enhancers. Given the genetic heterogeneity, limited availability, and processing challenges associated with early human prenatal tissues, we performed these studies on mouse tissues isolated from corresponding developmental stages (Fig. 3).

**Fig. 3:**
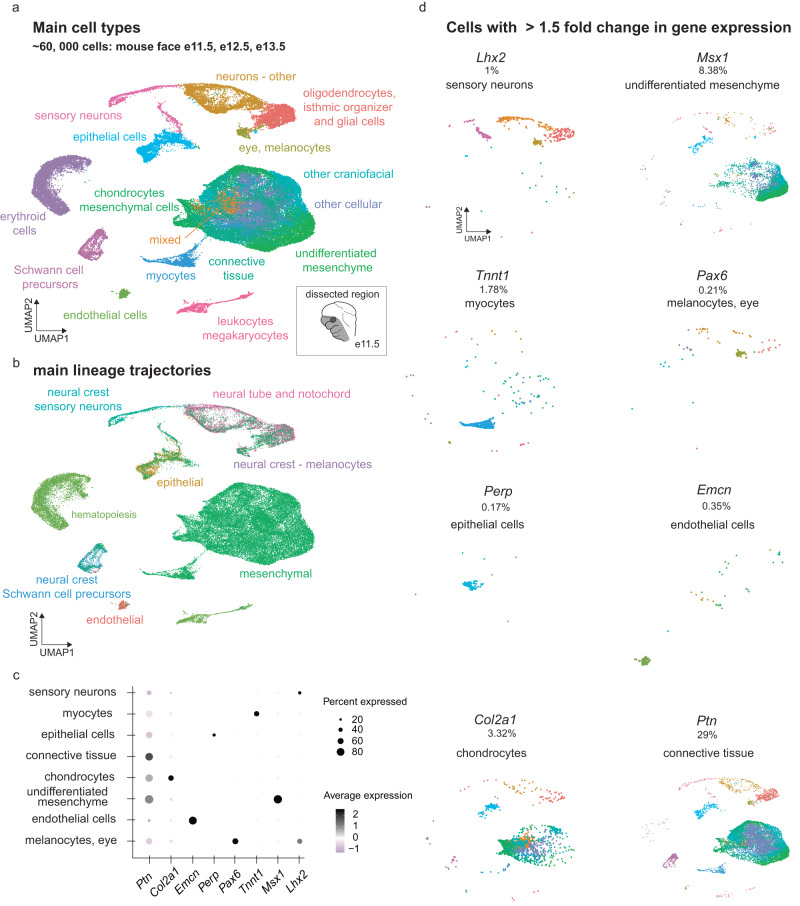
Gene expression in the mammalian craniofacial complex at single-cell resolution. **a** Uniform Manifold Approximation and Projection (UMAP) clustering, color-coded by inferred cell types across clusters from aggregated scRNA-seq for the developing mouse face at embryonic days 11.5–13.5, for 57,598 cells across all stages. Cartoon shows the outline of dissected region from the mouse embryonic face at e11.5, corresponding regions were excised at other stages. **b** Same UMAP clustering, color-coded by main cell lineages. **c** Expression of select marker genes in cell types shown **a**. See Supplementary Fig. 11 for additional details. **d** UMAP plots comprising cells with >1.5-fold gene expression for marker genes representing specific cell types as shown in **a** and **c**. Source data are provided as a publicly accessible Seurat/R object file, see Data Availability Statement for details.

We generated a detailed transcriptome atlas from relevant stages of development and analyzed mouse facial tissue isolated from e11.5, e12.5, and e13.5 by single-cell RNA-seq (see Methods). Applying Uniform Manifold Approximation and Projection (UMAP) non-linear dimensionality reduction for unbiased clustering resulted in 42 primary detectable clusters (Supplementary Figs. 5−8, Supplementary Data 13–14). We analyzed 57,598 cells with a median of 1659 genes expressed per cell. We systematically assigned cell type identities to the resulting clusters (Supplementary Figs. 9–10, Supplementary Data 15–16; Methods) in our final Single-cell annotated Face eXpression dataset (henceforth referred to as *ScanFaceX*), which includes 16 annotated cell types capturing the developing mammalian face and associated tissues (Fig. 3a). Trajectory analyses using Seurat recapitulated the main lineages including epithelial, mesenchymal, endothelial, and neural crest-derived cell types including melanocytes relevant to face development (Fig. 3b). The final annotated cell type clusters showed strong cluster-specific expression of established markers genes relevant to craniofacial development such as *Col2a1* (chondrocytes)^61–63^, *Msx1* (undifferentiated mesenchyme)^64–66^, *Perp* (epithelial cells)^67,68^, *Emcn* (endothelial cells)^69,70^, *Lhx2* (sensory neurons)^71,72^, *Pax6* (melanocytes)^73,74^, *Tnnt1* (myocytes)^75^, and *Ptn* (connective tissue)^76^ (Fig. 3c, d, Supplementary Fig. 11). These benchmarking results indicate that *ScanFaceX* provides an accurate single-cell transcriptome reference for relevant stages of craniofacial development that can serve as a foundation for integration with other chromatin data types.

### Differential chromatin accessibility and gene expression

To identify developmental enhancers at single-cell resolution, we performed single-nucleus ATAC-seq (snATAC-seq)^77^ on mouse face embryonic tissues at select developmental time points (Fig. 4). Across all stages analyzed, 41,483 cells that passed all quality control steps were considered in the final analysis, and their unbiased clustering resulted in 20 discernable clusters (see Methods). Out of a total of 115,521 open chromatin regions in the snATAC-seq data, we observed 16,564 differential accessible regions (DARs) across 20 separate clusters, indicating that each of the clusters has distinct open chromatin signatures (Supplementary Fig. 12, Supplementary Data 17). Next, we integrated our single-cell open chromatin data with the cell type annotations from *ScanFaceX* single-cell transcriptome data using Seurat-based label transfer (see Methods). Upon integration, a substantial subset of DARs (10,038 out of 16,564; 60%) across 11 annotated clusters for developing craniofacial cell types were retained. Clusters labeled chondrocytes, myocytes and connective tissue, and sensory neurons showed high correlation between the two data types (Fig. 4a, b, Supplementary Figs. 13 and 14; Methods). Chromatin accessibility at putative distal enhancer regions as well as transcription start sites showed distinct cell type specificity. For example, the representative intergenic region near *Isl2* and *Scaper*, and an intronic region of *Lrrk1* differentially active in clusters representing sensory neurons and/or epithelial cells, illustrate the resolution of our data relative to previously available predictions from bulk face tissue^23,78,79^ (Fig. 4c). Within the immediate vicinity of these two enhancer regions, we display genes with positive expression in *ScanFaceX* and those that were reported in the OMIM catalog^80,81^ as human disease-causing. Both *Isl2* and *Aldh1a3* are highly expressed in sensory neurons and epithelial cell clusters, respectively, in *ScanFaceX* data (Fig. 4c). *Isl2* has been shown to be selectively expressed in a subset of retinal ganglion cell axons that have important functions in binocular vision^82^. Allelic variants and mutations in *SCAPER* cause intellectual disability with retinitis pigmentosa in humans^83–85^. The *Lrrk1* intronic element is near *Aldh1a3*, a gene adjacent to *Lrrk1;* mutations in the orthologous *human ALDH1A3* cause an autosomal recessive form of isolated microphthalmia^86–89^. These putative enhancer regions near *Isl2* and *Scaper*, and in the intron of *Lrrk1* drive reproducible *lacZ*-reporter activity in the developing mouse face at e11.5 in anatomical regions where neuronal and epithelial cell types are expected to be found (mm2285 and mm2282, Fig. 4c). Notably, the spatial expression pattern of mm2285 and mm2282 is consistent with the expression of *Isl2* in cranial ganglia^90,91^, and the expression of *Aldh1a3* in the retina and the nasal epithelium^92^ in similar developmental windows in mice in vivo. In an additional example, an enhancer near the promoter region of *Mymx*, which is exclusively active in the myocyte cluster, coincides with *Mymx* expression in myocytes in *ScanFaceX* (Supplementary Fig. 15).

**Fig. 4:**
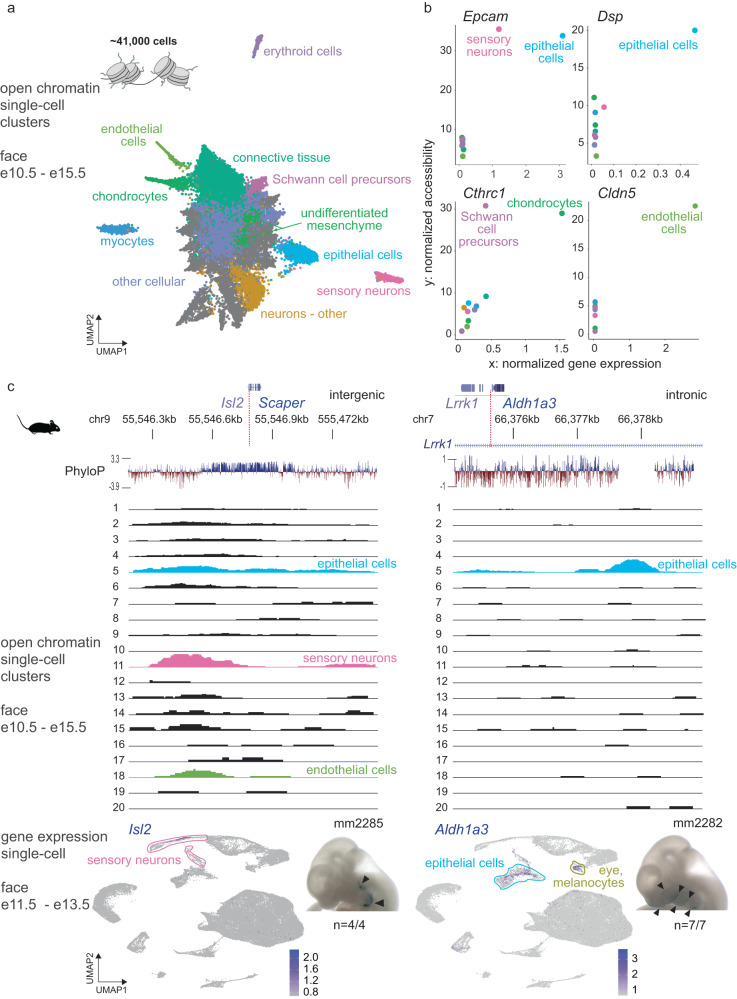
Differential chromatin accessibility at craniofacial in vivo enhancers correlates with expression of nearby genes. **a** Unbiased clustering (UMAP) of open chromatin regions from snATAC-seq of the developing mouse face for stages e10.5–15.5 for ~41,000 cells. The cell types are assigned based on label transfer (Seurat) from cell type annotations of the *ScanFaceX* data. **b** Correlation between normalized gene expression (*x* axis) from *ScanFaceX* and normalized accessibility (*y* axis) from snATAC-seq for select genes (*Epcam, Dsp, Cthrc1, Cldn5*) and their transcription start sites with the highest correlation evident in relevant cell types. **c** Genomic context and evolutionary conservation (in placentals) for corresponding regulatory regions in the vicinity of the *Isl2/Scaper* locus, and an intronic distal enhancer within *Lrrk1*. Tracks for individual snATAC-seq clusters from developing mouse face tissue (e10.5 to e15.5), with cluster-specific open chromatin signatures for relevant annotated cell types are shown for the same genomic regions. Colors in **b** and the individual snATAC-seq tracks in **c** correspond to the color code used in **a**. UMAP of *ScanFaceX* data shows expression of *Isl2* and *Aldh1a3* (gene adjacent to *Lrrk1*) in expected cell types. Images for a representative mouse embryo at e11.5 for both loci show validated in vivo *lac-Z*-reporter activity of the respective regions; black arrowheads point towards stained regions. *n*, reproducibility of each pattern across embryos resulting from independent transgenic integration events. Source data for 4b are provided as a Source Data file.

To facilitate utilization of the full set of genome-wide, cell type-resolved enhancer predictions, we used these mouse tissue-derived single-cell enhancer predictions in combination with our human bulk tissue-derived enhancer catalog, to generate a Single-cell annotated Face eNhancer (*ScanFaceN*) catalog of human enhancer regions with predicted activity profiles across craniofacial cell types (Supplementary Data 18–20). The majority (7899 of 13,983; 56%) of human tissue-derived facial candidate enhancers overlap with an accessible chromatin region in at least one cluster of our *ScanFaceN* catalog, and 2339 (30%) of these regions overlap with DARs in *ScanFaceN*.

### Cell population-resolved enhancer activity predictions

To explore the relationship between predicted cell type specificities of enhancers and their respective spatial in vivo activity pattern during craniofacial development, we intersected the *ScanFaceN* DARs from the 11 main *ScanFaceX*-matched clusters with craniofacial enhancers validated in vivo and curated in the VISTA Enhancer Browser^50^ (Fig. 5a). We observed general correlations between cluster-specific accessibility and spatial in vivo patterns among 77 formerly validated VISTA enhancers that showed chromatin accessibility in at least one of the 11 main clusters. For example, the predicted connective tissue-mesenchymal cluster (cluster 2) of the craniofacial snATAC-seq tends to group VISTA enhancers with activity specific to the branchial arches (Fig. 5b). Despite broad correlations, we observed considerable heterogeneity of spatial patterns within most clusters. For example, the chondrocyte cluster (cluster 13) has multiple VISTA enhancers with activity in the midface, paranasal regions, and/or a region at the junction of the developing forebrain and nasal prominences that may constitute the developing cartilaginous regions of the face (Fig. 5b). These observations underscore the spatiotemporal complexity of craniofacial morphogenesis, which relies on intricate cellular processes in combination with highly regionalized regulatory cues.

**Fig. 5:**
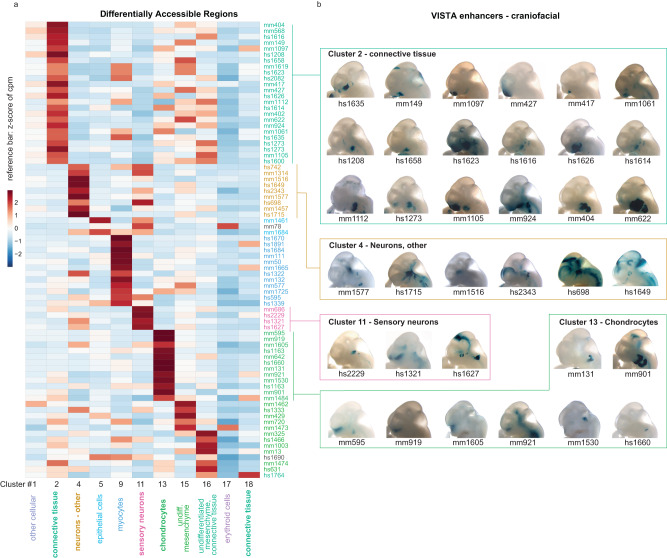
Correlating cell population-resolved enhancer signatures with enhancer in vivo activity patterns. **a** Heatmap indicates the chromatin accessibility of 77 craniofacial in vivo VISTA enhancers in 11 major clusters representing predicted cell types. cpm: counts per million. **b** Representative images of transgenic embryos from VISTA Enhancer Browser, showing in vivo activity pattern of 35 selected enhancers at e11.5. Embryo images are grouped by example cluster types from **a** in this retrospective assignment. Source data for 5a are provided as a Source Data file.

### Craniofacial enhancer activity at single-cell resolution

To explore whether craniofacial enhancer activity can be quantitatively assigned to specific cell types in vivo, we generated transgenic mice in which selected craniofacial enhancers were coupled to a fluorescent *mCherry* reporter gene (Fig. 6a). We examined three different craniofacial enhancers (hs1431, hs746 and hs521), two of which (hs1431 and hs746) we formerly demonstrated to be required for normal facial development^15^ (Fig. 6b). In all cases, we isolated craniofacial tissue from transgenic reporter embryos at e11.5 and performed scRNA-seq (Fig. 6a). For hs1431, near *Snai2*, which is active across many regions of the developing face, *mCherry* expression is observed across almost all cell clusters, indicating that hs1431 is broadly active across multiple cell types during craniofacial development (Fig. 6c). In contrast, hs746 which is in the vicinity of *Msx1*, is primarily active in a cluster predicted to represent undifferentiated mesenchyme and in a subset of cells expressing *Msx1* in *ScanFaceX*, a gene shown to regulate the osteogenic lineage^93^. Similarly, based on *ScanFaceX* annotations, enhancer hs521, located near *Gbx2*, is primarily active in a subset of predicted mesenchymal cells and chondrocytes, and its activity coincides with a subset of cells expressing *Gbx2* (Fig. 6c), a gene known to be active in the developing mandibular arches^6^. Together, these data illustrate how purpose-engineered enhancer-reporter mice can be used to validate and further explore the in vivo activity patterns of craniofacial enhancers identified through genome-wide single-cell profiling studies.

**Fig. 6:**
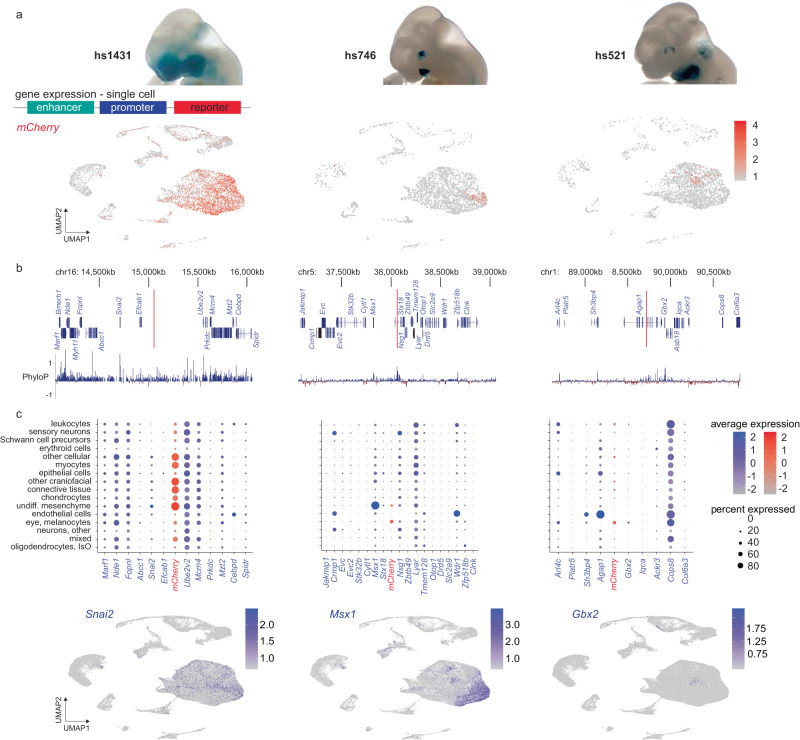
Enhancer activity at single-cell resolution. **a** in vivo activity pattern of select craniofacial enhancers (hs1431, hs746, hs521) at e11.5, visualized by *lacZ*-reporter assays (top). In separate experiments, the same enhancers were coupled to a *mCherry*-fluorescent reporter gene and examined by scRNA-seq of craniofacial tissues of resulting embryos. UMAPs show enhancer-driven *mCherry* expression (see Fig. 3a for reference). **b** Location of enhancers hs1431, hs746 and hs521 in their respective genomic context (red vertical lines), along with protein-coding genes within the genomic regions and local conservation profile (PhyloP). **c** Seurat-based average expression of genes in the vicinity of the respective enhancers, and proportion (percent) of cells expressing those genes in annotated cell types. Enhancer-driven *mCherry* signal is plotted in the center in between the names of the two genes whose promoters are closest to its location within the genome. For example, for hs1431, mCherry is highly expressed (indicated by red color intensity) in clusters labeled “other cellular”, “myocytes”, “skeletal, other”, “connective tissue”, and “undifferentiated mesenchyme”, while it is also expressed in a larger proportion of cells (indicated by greater diameter of the circles) in those same clusters. In the same plot, *Snai2* is highly expressed (indicated by blue color intensity) in a subset of cells (indicated by lesser diameter of circles) in identical clusters as compared to mCherry. Bottom panels show the expression of *Snai2*, *Msx1*, and *Gbx2* as likely candidate target genes for each of the enhancers hs1431, hs746 and hs521 across UMAPs. undiff. undifferentiated, IsO: Isthmic Organizer Cells. Source data are provided as a publicly accessible Seurat/R object file, see Data Availability Statement for details.

## Discussion

The lack of data from primary tissues and incomplete mapping of human developmental enhancers in craniofacial morphogenesis has been a challenge in the systematic assessment of the role of enhancers in craniofacial development and disease. In the present study, we have generated human bulk and mouse single-cell data to create a comprehensive compendium of enhancers in human and mouse development, including temporal profiles and predictions of cell type specificity. We identify major cell populations of the developing mammalian face, along with corresponding genome-wide enhancer profiles. While many predicted enhancers show conserved epigenomic signatures indicating an active enhancer state in both mouse and human, we also observed elements with human-specific enhancer activity signatures, suggesting that the human but not the mouse ortholog is an active in vivo enhancer. We also provide additional predictions of regions with human-specific enhancer signatures that show no functional conservation in mice that can be identified by profiling human tissues. We observed that enhancer hs2656, but not its mouse ortholog mm2280, shows craniofacial in vivo activity in transgenic mice. This is consistent with an epigenomic enhancer signature at this element in human, but not in mouse tissue. These lineage-specific differences in epigenomic signature and in vivo activity are likely due to sequence differences within the enhancer element itself, which may affect transcription factor binding sites or other functionally critical motifs embedded in the enhancer. For example, within the most conserved 425 bp core sequence of enhancer hs2256, 31% of the nucleotide positions show differences between humans and mouse, which include binding sites for transcription factors that are important for craniofacial development, such as TFAP2B and TCF4^94–96^. While human-specific signatures would need to be validated in suitable human tissue- or cell-based assays to conclusively confirm bona fide lineage-specific in vivo activity, these data suggest that profiling human tissues is an effective way to identify candidate regions with human-biased enhancer signatures. Our compendium of human craniofacial enhancers expands previously reported^24,33^ human craniofacial enhancer catalogs, by ~5000 newly identified enhancers for weeks 7–8 of human craniofacial development primarily identified in this study. When comparing with craniofacial enhancers identified in previous studies, we find that our data provides independent confirmation for 37% of reported primate enhancers and 15% of human-biased enhancers^16^. Of the 13,983 reproducible human enhancers described in this study, 47% showed evidence of enhancer-associated RNA signatures in the FANTOM5 database^97,98^. In contrast, when restricting this analysis to a more differentiated craniofacial cell type available in FANTOM5 (human embryonic palatal mesenchyme)^97–99^, we observed enhancer RNA signatures for only 3.8% of our 13,983 predicted enhancers, likely reflecting that this cell type is only one of many that were present in our tissue samples (Supplementary Data 2 and 21). Generally, the imperfect overlap of craniofacial enhancers identified in some of these studies may be due to differences in epigenomic profiles from primary tissues comprising the entire face versus in vitro differentiation of a specific lineage such as neural crest or palatal mesenchyme. Additional possible sources of variation include differences in experimental modalities (H3K27ac binding versus measurements of enhancer RNA), and imperfect matching of in vivo developmental stages with in vitro models. In this study, we leveraged genome-wide profiling of H3K27ac binding for the identification of enhancers. The tissue-specific validation rate we observe is comparable to that we observed in other studies using similar methods for the prediction of in vivo enhancer activities^23^. We note that alternative experimental approaches that measure noncoding RNAs or massively parallel reporter assays with or without mutational screens can also be used for identifying putative enhancer elements and may be useful for capturing additional craniofacial candidate enhancers^100,101^.

Our data illustrate the considerable temporal dynamics of human craniofacial enhancers, a critical aspect for understanding the developmental timing of enhancer activity related to specific phenotypes such as clefts and mid-facial deformities. As clinical sequencing becomes increasingly common and accessible to both patients and the medical community, our data may serve as an essential resource to address the gaps in understanding the potential pathogenicity of regulatory variants.

The single-cell resources generated through this study, *ScanFaceX* for gene expression and *ScanFaceN* for enhancers, contain a total of 115,521 candidate enhancers as defined by chromatin accessibility, including 10,038 that show differential chromatin accessibility for major cell types in face morphogenesis. While previous single-cell studies of the developing face from other animal models have described extensive annotations for ectomesenchyme, we find that the complexity of cell types in the developing mouse face poses some challenges in this respect. In particular, in comparing several mouse orthologs of the embryonic zebrafish ectomesenchymal markers^31^ expressed in *ScanFaceX* that show relatively high accessibility in *ScanFaceN* in neural crest-derived populations (Supplementary Fig. 16), regional identities marked by specific genes are not obviously delineated in *ScanFaceX*. These differences in cell type distributions and marker gene activity may be explained by the extent of differentiation, growth rate, evolving cell states, and developmental timing underlying craniofacial morphogenesis. One of the limitations of present methods is the ability to capture low-expressing genes or rarer cell populations among other technical and statistical challenges^102,103^. We also note that utilizing cell type annotations from *ScanFaceX* and integrating those with single-cell open chromatin data provides correlative but not definitive evidence for the target genes of a given enhancer, which requires verification through complementary experimental methods^104–106^. We demonstrated how engineered mice can be used to study these enhancers in vivo at single-cell resolution. Using a transgenic reporter assay coupled to single-cell RNA-seq, we defined the activity of three craniofacial enhancers during embryonic development at single-cell resolution. This approach illustrates how these methods can be combined to determine the in vivo specificity of individual enhancers and relate their activity to cell type-specific expression of their putative target genes. We note that in vivo transgenic reporter assays can demonstrate that an enhancer is sufficient to drive expression in a tissue or cell type of interest, but integration into a safe harbor locus such as H11 removes the enhancer from the full epigenomic and three-dimensional context of its native locus^107^. Therefore, reporter expression may not fully recapitulate the full endogenous activity of a given enhancer in its original genomic location.

All of these data are also available in FaceBase and the VISTA Enhancer Browser for community use^15,79,108^. In summary, our work provides a multifaceted and expansive resource for studies of craniofacial enhancers in human development and disease.

## Methods

### Ethics statement

This research complies with all relevant ethical regulations. All aspects involving human tissue samples were reviewed and approved by the Human Subjects Committee at Lawrence Berkeley National Laboratory (LBNL) Protocol Nos. 00023126 and 00022756. All animal work was reviewed and approved by the LBNL Animal Welfare and Research Committee.

Human embryonic face samples were obtained from the Human Developmental Biology Resource’s Newcastle site (HDBR, hdbr.org), in compliance with applicable state and federal laws. The National Research Ethics Service reviewed the HDBR study under REC Ref 23/NE/0135, and IRAS project ID: 330783 in compliance with requirements from the National Health Services for research within the UK and overseas. HDBR is a non-commercial entity funded by the Wellcome Trust and Medical Research Council. Fetal tissue donation is confidential, anonymized, completely voluntary with fully informed and explicitly documented written consent, and the participants do not receive compensation. In accordance, no identifying information for human samples in this study was shared by HDBR. More information about HDBR policies and ethical approvals can be accessed at https://www.hdbr.org/ethical-approvals.

### Human samples

Primary data from embryonic whole face samples at post conception weeks 7 and 8 were generated in this study. Whole face region, excluding eyes was dissected at HDBR (Supplementary Fig. 1), and all embryonic samples were shipped on dry ice and stored at −80 °C until processed. Embryos of both sexes were included in the experiments. However, we did not consider embryo sex as a variable in our studies since craniofacial development is expected to show minimal differences at these early stages of development. ChIP-seq data for three samples at Carnegie stage (CS)18, one sample at CS19, two samples at CS22 and one sample at CS23 are presented in this study, along with accompanying ATAC-seq data for two samples at CS18, one sample at CS19, one sample each at CS22 and CS23. RNA-seq data for four samples at CS18, one sample at CS19, seven samples at CS22, and four samples at CS23 were generated in this study and analysis from a subset of these is presented. Processed data for CS13-17, and CS20 was obtained from previously published studies^24^ and included in our downstream integrative analyses. All datasets are listed in Supplementary Data 1.

### Animal studies and experimental design

Mice used for this study were housed at the LBNL Animal Care Facility, which is fully accredited by AAALAC International. Mice were housed on a 12-h light-dark cycle in standard micro-isolator cages on hardwood bedding with enrichment consisting of crinkle-cut naturalistic paper strands. Mice were maintained on ad libitum PicoLab Rodent Diet 20 (5053) and water supply with 30–70% environmental humidity and temperature of 20–26.2 °C. All mice were health checked and monitored daily for food and water intake by trained personnel. Animals of both sexes were used in the analysis. Sample size selection strategies and scoring criteria were followed based on our experience of performing transgenic mouse assays for ~3000 published enhancer candidates^59,60^.

### Transgenic mouse assays in vivo

60 candidate human enhancer elements were selected based on a combination of criteria, including overlap with ATAC-seq peaks, strength of H3K27ac active enhancer signatures, non-mouse annotated regions, and vicinity of genes with known or proposed roles in craniofacial development based on human genetics and/or mouse knockout studies (e.g., genes listed under term “abnormality of the face”; HP:0000271 in Human Phenotype Ontology^109^ or “craniofacial abnormalities”; MP:0000428 in the Mammalian Phenotype Browser^110^). Mouse enhancer elements mm2280, mm2281 mm2282, and mm2285 were selected based on conservation criteria or predicted from single-cell gene expression readouts and single-cell chromatin accessibility profiles. Transgenic enhancer-reporter assays were performed per established protocols^59,60^. Briefly, a minimal *Shh* promoter and reporter gene were integrated into a non-endogenous, safe harbor locus^60^ in a site-directed transgenic mouse assay. The selected genomic region corresponding to the selected enhancer element was PCR-amplified from human or mouse genomic DNA where applicable**;** the PCR amplicon was cloned into a *lacZ*-reporter vector (Addgene #139098) using Gibson assembly (New England Biolabs)^111^. The final transgenic vector consists of the predicted enhancer–promoter–reporter sequence flanked by homology arms intended for the *H11* locus in the mouse genome. Sequence of the cloned constructs was confirmed with Sanger sequencing or MiSeq. Transgenic mice were generated using our pronuclear injection protocol^60^. Briefly, sgRNAs (50 ng/μl) targeting the *H11* locus and Cas9 protein (Integrated DNA Technologies catalog no. 1081058; at final concentration of 20 ng/μl) was mixed in microinjection buffer (10 mM Tris, pH 7.5; 0.1 mM EDTA). The mix was injected into the pronuclei of single-cell stage fertilized FVB/NJ (Jackson Laboratory; Strain#:001800) embryos obtained from the oviducts of super-ovulated 7–8 weeks old FVB/NJ females mated to 7–8 weeks old FVB/NJ males. The injected embryos were cultured in M16 medium supplemented with amino acids at 37 °C under 5% CO_2_ for ~2 h and transferred into the uteri of pseudo-pregnant CD-1 (Charles River Laboratories; Strain Code: 022) surrogate mothers. Embryos were collected for downstream experiments at embryonic days 10.5 through 15.5 (Theiler stages 17–23). Beta-galactosidase staining was performed in our standardized pipeline with the following modification. Embryos were fixed with 4% paraformaldehyde (PFA) for 30 min for stages e11.5 and 12.5 while rolling at room temperature. The embryos were genotyped for the presence of the transgenic construct. Embryos positive for transgene integration into the *H11* locus and at the correct developmental stage were considered for comparative reporter gene activity across respective stages and were imaged on a Leica MZ16 microscope. Genomic coordinates for VISTA enhancer hs2656 (Fig. 2); enhancer mm2280 (Fig. 2), mm2282 and mm2285 (Fig. 4), and mm2281 (Supplementary Fig. 15) are shown in Supplementary Data 5 and 22, respectively.

For transgenic experiments demonstrating enhancer activity at single-cell resolution and involving hs1431, hs746 and hs521 (Fig. 6), a combination of *Hsp68* promoter and *mCherry* reporter were used.

### ChIP-seq

Chromatin immuno-precipitations were performed using established methods in our laboratory^112^. Briefly, frozen and non-crosslinked face tissue was dissociated in PBS by pipetting until homogenized and crosslinked with 1% formaldehyde at room temperature. Cells were lyzed, and chromatin was sonicated using a Bioruptor device (Diagenode) to obtain fragments with an average size ranging between 100 and 600 bp. Input sample was set aside and stored appropriately, Protein A and G Dynabeads (Invitrogen) were added to the sample, and chromatin was incubated for 2 h at 4 °C with 5 μg of anti-H3K27ac antibody (Active Motif, Cat# 39133, Lot 01613007). Immuno-complexes were sequentially washed, and the immunoprecipitated DNA complexes were eluted in an SDS buffer at 37 °C for one hour. Samples were reverse-crosslinked with Proteinase K overnight at 37 °C. DNA was purified with a ChIP DNA clean concentrator (D5205 Zymo Research), and a KAPA SYBR Green qPCR mix was used to assess the presence of H3K27 acetylated regions versus negative control regions. DNA was quantified using Qubit, and size distribution and DNA concentration of the samples were assessed on the Agilent Bioanalyzer. Illumina TruSeq library preparation kit was used for downstream library preparation, and libraries were sequenced as single-end 50 bp reads on an Illumina HiSeq2500. ChIP-seq data was analyzed using the ENCODE histone ChIP-seq Unary Control Unreplicated pipeline (https://www.encodeproject.org/pipelines/ENCPL841HGV/) implemented at DNAnexus (https://www.dnanexus.com). Briefly, reads were mapped to the human reference genome version hg38 using BWA (v0.7.7) and sorted bam file generated using samtools (v0.1.19). For the ChIP-seq datasets at CS13-15, CS17 and CS20^24^, publicly available and post-mapped TagAlign files were used. Peak calling was performed using MACS2 (v2.2.4; --broad flag, q-value < 0.05); upon broad peak calling and applying the FDR filter, bed files were combined and merged using bedtools^113^. A combined peak set was called by merging peaks from all samples, and overlapping peaks for each sample were counted using overlap_peaks.py. Merged peaks within 1 kb of transcription start sites as defined by GENCODE were removed, resulting in 70,075 distal peaks. Of those, 13,983 peaks were present in at least two samples in each embryonic week which were retained for final analysis. For a breakdown of samples as well as peaks per week, see Supplementary Data 2, 8, and 11. 

We note that the use of human embryonic tissue samples, which are typically derived from individual or a small number of fetal tissue donations, can introduce variability regarding tissue dissection and genetic heterogeneity. While some of these sources of variation are unavoidable, we tried to minimize potential batch effects. To make the analysis as comparable as possible, we downsampled the number of input reads and the read length to a common denominator (15 million and 50 bp, respectively), and used the standard ENCODE peak-calling pipeline. To assess the possible presence of batch effects between data from these studies, we compared temporal transitions between weeks (Supplementary Fig. 4). In this analysis, we did not observe discontinuities specifically associated with the transition time points between batches. While we cannot exclude the presence of some batch effects, this result suggests that study-specific batch effects do not confound our temporal dynamics analysis in major ways.

### ATAC-seq

Embryonic samples were processed for ATAC-seq using standard methods^112^. In short, harvested tissues were lysed, centrifuged for 10 mins at 500 × *g*, at 4 °C, and the resulting cell pellet was treated with the Nextera DNA transposase Tagment DNA Enzyme (Catalog number: 20018705), and the transposed DNA was eluted using Qiagen MinElute PCR purification kit. Samples were then PCR-amplified using the NEB Next High-Fidelity 2xPCR Master Mix (catalog number: NEBE6040SEA) with Nextera PCR primers 1 (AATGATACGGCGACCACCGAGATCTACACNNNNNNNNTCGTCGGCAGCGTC) and 2 (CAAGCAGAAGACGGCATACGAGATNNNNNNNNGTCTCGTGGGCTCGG) and DNA was purified as described above. The eluted library was analyzed for quality in a Bioanalyzer High Sensitivity assay, and samples were subsequently deep sequenced on an Illumina HiSeq2500. ATAC-seq data was analyzed using the ENCODE ATAC-seq (unreplicated) pipeline (https://www.encodeproject.org/pipelines/ENCPL344QWT/). Briefly, reads were aligned with the Bowtie2 aligner and filtered to remove unmapped and non-primary alignments, low quality reads as well as PCR duplicates. A subsample of 15 million reads was used as input to peak-calling, adjusted for Tn5 shift reads and sets of biological samples were assembled along with pseudoreplicates. Peak calls excluded ENCODE blacklist regions^114^ and peaks were assessed at an Irreproducible Discovery Rate of 0.05.

### RNA-seq

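Bulk RNA-seq was analysed from 4 facial processes of wild-type mouse embryos at embryonic day 11.5, with 1 library per process. The lateral nasal, medial nasal, maxillary and mandibular processes are the outgrowths that form the nose, the upper jaw and the lower jaw. The transcription factor gene Hand2 marks the distal first pharyngeal arch and lies on chromosome 8 from 57320983 to 57324633 of GRCm38. Levels are given as CPM, counts scaled to a library of 1000000 counts. Hand2 reached 103 CPM in the mandibular process and 1.32 CPM in the maxillary process, a difference of 78.1-fold (interval 50.4 to 128). It had 5 counts in the lateral nasal process and 0 in the medial nasal process, where 3 counts correspond to 0.222 CPM. Its upstream regulators Dlx5 and Dlx6 were also highest in the mandibular process, at 17.4 and 32.2 CPM. They stood at 5.27 and 7.77 CPM in the maxillary, 6.80 and 9.09 CPM in the medial nasal and 2.77 and 4.06 CPM in the lateral nasal process. The oral mesenchyme genes Barx1 and Lhx8 reached 119 and 121 CPM in the maxillary process and 120.0 and 67.0 CPM in the mandibular process. In the nasal libraries both stayed between 7.76 and 15.3 CPM. Alx1, a homeobox gene of the frontonasal mesenchyme, stood at 267 and 266 CPM in the lateral and medial nasal processes. Its level was 65.9 CPM in the maxillary and 39.0 CPM in the mandibular process. Pax7 differed between the nasal libraries, at 113 CPM in the lateral and 21.1 CPM in the medial nasal process. Pou3f3 was highest in the maxillary process, at 193 CPM, and stood at 145 CPM in the medial nasal, 57.1 CPM in the mandibular and 23.5 CPM in the lateral nasal process. Alx4 ranged from 188 CPM in the maxillary to 300.0 CPM in the lateral nasal process.

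**Figure D1:**
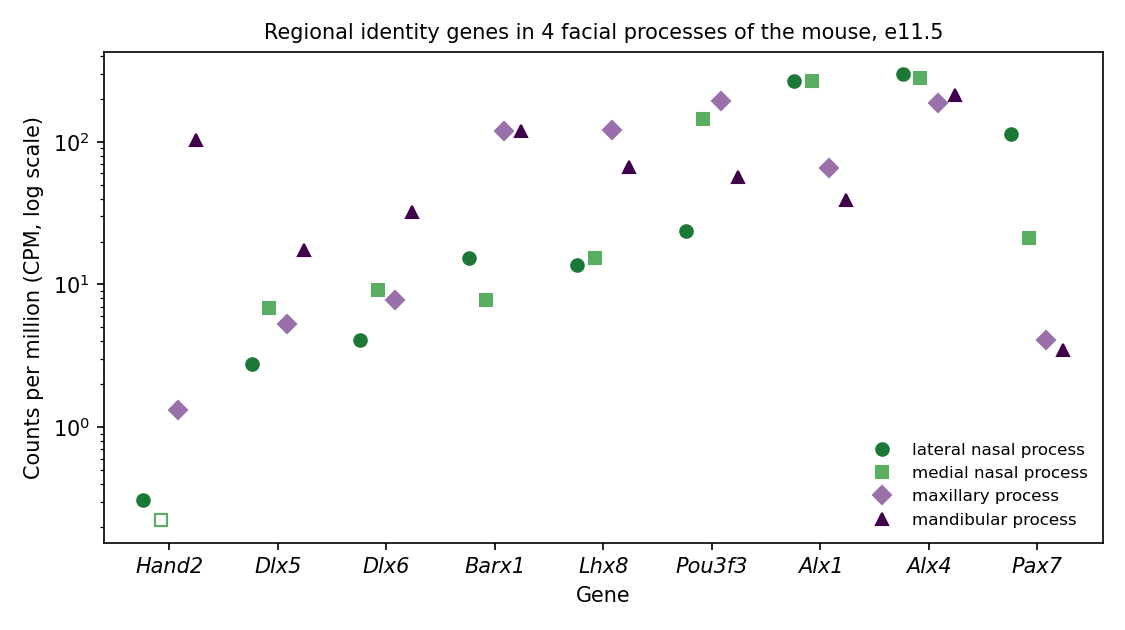
CPM (log scale) of genes of regional identity in the 4 facial processes, with 1 point per library and no error bars because each process had 1 library. The open square marks the limit of 3 counts for Hand2 in the medial nasal process, and Hand2 stood at 103 CPM in the mandibular process.

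The total of estimated counts over genes was 16163874 in the lateral nasal, 13216161 in the medial nasal, 15385124 in the maxillary and 13680302 in the mandibular library. Between 21779 and 22197 genes had at least 1 count, and a level of 5 CPM corresponded to between 67.4 and 81.2 counts. The authors aligned single-end reads of 50 bp to mm10 and estimated a count per gene. Here these counts were rounded and scaled by the trimmed mean of M values (TMM), with log2 values taken after adding 0.5 CPM. A gene was called higher in a process when it reached 5 CPM there and lay at least 2-fold above each of the other 3 libraries. It was called lower by the mirror rule. The sample read here as the medial nasal process is named so in its title and tissue. The abbreviation in brackets beside the tissue is that of the lateral nasal process. The number of embryos behind each library and their strain are not given in the sources used here. With 1 library per process there was no replicate check and no test against a spread between embryos. All intervals are 95% intervals that cover counting error only.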

Samples were processed for RNA-seq, and libraries were generated with established protocols^112,115^. Briefly, RNA was isolated from the dissociated face tissue using TRIzol Reagent (Life Technologies), all samples were DNase-treated (TURBO DNA-free Kit, Life Technologies), and assessed for quality (RNA 6000 Nano Kit, Agilent) on a 2100 Agilent Bioanalyzer. TruSeq Stranded Total RNA with Ribo-Zero Human/Mouse/Rat kit (Illumina) was used to prepare RNA-seq libraries according to manufacturer’s protocol. 

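The 7SL RNA, whose counts are divided between the copies Rn7s1 and Rn7s2, held 3.31%, 4.28%, 3.87% and 4.01% of the counts in the lateral nasal, medial nasal, maxillary and mandibular libraries. Rn7sk, the 7SK RNA that regulates transcription elongation, held 2.78%, 2.88%, 2.78% and 2.48% in the same order. Gm26917, annotated as a long noncoding RNA gene, held 1.399%, 1.81%, 1.55% and 2.06%. The origin of its reads was not tested. Malat1, a nuclear noncoding RNA, held 0.538%, 0.774%, 0.529% and 0.666% in the same order. The most abundant protein-coding gene, the translation elongation factor gene Eef1a1, held 0.953%, 0.773%, 0.912% and 0.732%. H19, an imprinted noncoding RNA, held 0.525% of the mandibular counts and between 0.178% and 0.233% in the other 3 libraries. A set of abundant noncoding RNAs that includes Rn7sk and Malat1 but not Gm26917, the gene with the next highest total after the 7SK and 7SL genes, held 7.05%, 8.24%, 7.62% and 7.45% of the counts. Their list medians of the log2 difference between a process and the mean of the other 3 were -0.24, 0.15, 0.04 and -0.14. Protein-coding genes held between 85.6% (interval 85.6 to 85.6) in the mandibular and 87.4% (interval 87.3 to 87.4) in the lateral nasal library. Genes of cytosolic ribosomal proteins held 3.80%, 3.27%, 3.81% and 3.24% of the counts. Of 85 such genes measured, 78 in the lateral nasal and 81 in the maxillary process lay above the mean of the other libraries. Their list medians were 0.13, -0.19, 0.17 and -0.09. Replication-dependent histone genes held 1.79%, 1.54%, 1.84% and 1.49% of the counts, and the medians of 64 measured genes were 0.14, -0.17, 0.20 and -0.18. Mitochondrially encoded genes, led by mt-Co1, held 1.04%, 0.937%, 0.925% and 1.07% of the counts. These shares leave out counts given to nuclear copies, among them Gm28437, a copy of mt-Co3 with 1967 to 2675 CPM. The medians of the 15 measured mitochondrially encoded genes were -0.12, -0.02, -0.22 and 0.48. These list medians lay outside the central 95% of random gene lists, except those of the abundant noncoding RNAs in the maxillary and mandibular and of the mitochondrially encoded genes in the medial nasal process. With the deposited TPM, the ribosomal protein medians in the medial nasal and maxillary and the histone median in the medial nasal process lay inside as well. Without genes of uncertain counts the noncoding RNA median of the lateral nasal process was 0.030, and the lateral and medial nasal noncoding RNA medians and the lateral nasal mitochondrial median lay inside. Intervals of shares are exact binomial intervals.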

RNA-seq libraries were depleted of high molecular weight products in an Illumina Resuspension Buffer and by incubating in 60 μL Agencourt AMPure XP beads for 4 min. AMPure beads were pelleted, and washed twice with 80% ethanol, and the DNA was eluted per manufacturer’s instructions. RNA concentration and quality of the RNA-seq libraries were assessed using a 2100 Bioanalyzer with the High Sensitivity DNA Kit (Agilent), and libraries were sequenced as single-end 50 bp reads on an Illumina HiSeq2500.

RNA-seq data was analyzed using the ENCODE RNA-Seq (Long) Pipeline-1 replicate pipeline (https://www.encodeproject.org/pipelines/ENCPL002LSE/) implemented at DNAnexus (https://dnanexus.com). Briefly, reads were mapped to the reference genome using STAR align (V2.12). Genome-wide coverage plots were generated using bam to signals (v2.2.1). 

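Estimated counts were uncertain for a small set of genes, several of which have near-identical copies. The mitochondrial gene mt-Co3 encodes subunit III of cytochrome c oxidase. It had 288, 79.9 and 80.2 CPM in the lateral nasal, medial nasal and maxillary libraries and 2 counts in the mandibular library. Gm28437, a copy on chromosome 1 that holds 99.9% of the 50-base sequences of mt-Co3, had 2675, 1967, 2519 and 2567 CPM. The sums of both genes were 2963, 2047, 2599 and 2567 CPM. Rn7s1 and Rn7s2 are copies of the 7SL RNA of the signal recognition particle on chromosome 12. They received 282507 and 282506 counts in the medial nasal and 295722 and 299556 in the maxillary library. Both had the same number in the lateral nasal and mandibular libraries, 267836 and 274227. The mitochondrial messenger RNAs mt-Nd3 and mt-Nd4l also have copies on chromosome 1 and ranged from 0 to 163 and from 37 to 150 counts. Gm28635 stood at 5.35, 8.80 and 9.50 CPM in the lateral nasal, medial nasal and mandibular libraries and at 0 counts in the maxillary library. Gm21541 stood at 12.6, 12.1 and 7.57 CPM in the lateral nasal, medial nasal and maxillary libraries and at 0.965 CPM in the mandibular library. Syt6, a synaptotagmin gene, had 29.3 CPM in the mandibular library and 0.659 CPM in the next. For mt-Co3, mt-Nd3, mt-Nd4l, Rn7s1, Rn7s2, Gm28635, Gm21541 and Syt6, the posterior mean of the count differed from the estimated count by 10% or more in at least 1 library. Among genes called higher, the same held for 3 of 124 in the medial nasal and 4 of 105 in the mandibular process, Syt6 among the latter. It held for 2 of 28 in the lateral nasal and 1 of 25 in the maxillary process. Among genes called lower, it held for 4 of 15 in the lateral nasal and 1 of 16 in the medial nasal process. The numbers were 3 of 11 in the maxillary and 4 of 34 in the mandibular process.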

Gene expression counts were generated using RSEM (v1.4.1). Human datasets were analyzed using human reference genome version hg38, and GENCODE v24 gene annotations. 

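Genes called higher numbered 124 in the medial nasal, 105 in the mandibular, 28 in the lateral nasal and 25 in the maxillary process. In the mandibular process, Hand1, a relative of Hand2, stood at 8.46 CPM with 1 count in the medial nasal library, a difference of 114-fold (interval 20.1 to 4562). Hoxa2, the selector gene of the second pharyngeal arch, stood at 6.76 CPM, 34.2-fold above the next library (interval 11.3 to 169). Whether second arch tissue entered this library was not tested. Gpr50, Klf14, Rtl3 and Zim1 stood at 23.5, 9.95, 76.4 and 93.6 CPM, 11.5 to 27.4-fold above the next library. In the medial nasal process, En2, a homeobox gene of the midbrain and hindbrain, stood at 5.62 CPM, 28.4-fold above the next library (interval 9.37 to 141). The neural progenitor gene Hes5 reached 7.39 CPM, 13.3-fold above the next library (interval 6.75 to 30.0). Zic4, Sox1, Pou3f2, Cnpy1, Robo3 and Vtn stood at 9.02, 7.83, 12.4, 7.39, 6.13 and 5.17 CPM, 8.57 to 18.3-fold above the next library. Brain tissue in the dissection is a candidate explanation for neural genes in this library, as described in the closing section.

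In the lateral nasal process, Aldh1a1, which encodes an enzyme of retinoic acid synthesis, stood at 11.1 CPM, 4.13-fold above the next library (interval 2.93 to 5.94). Il18rap, Wnt16, Prkcq, Calb2 and the lens crystallin gene Cryba1 stood at 5.48, 7.26, 15.8, 5.60 and 5.11 CPM, 4.08 to 9.24-fold above the next library. The eye list (5 genes) was 2.21 (interval 1.89 to 2.63) in the lateral nasal process, with the pigment gene Pmel at 9.17 CPM and the lens gene Cryaa at 12.6 CPM. Whether eye tissue entered this library was not tested. In the maxillary process, Cyp26c1, which encodes an enzyme of retinoic acid breakdown, stood at 7.51 CPM, 5.62-fold above the next library (interval 3.40 to 9.82). The T-box gene Tbx15 was the most abundant of the leading genes there, at 78.0 CPM. Kcna4, Chodl, Cntn6, Gpr17, Col6a6 and Avpr1a stood at 8.69, 13.0, 5.27, 18.9, 7.51 and 10.9 CPM, 2.80 to 6.42-fold above the next library. Genes called lower numbered 15 in the lateral nasal, 16 in the medial nasal, 11 in the maxillary and 34 in the mandibular process. With the deposited TPM, 17 were lower in the maxillary and 21 in the mandibular process. The forkhead genes Foxf1 and Foxf2 stood at 3.51 and 2.65 CPM in the lateral nasal process, against at least 14.2 and 10.7 CPM elsewhere. Nefm and Shox2 stood at 3.39 and 8.06 CPM there. Gjb2, Pax1, Gsc and Twist2 stood at 2.81, 2.07, 5.69 and 10.6 CPM in the medial nasal process, against at least 10.9, 8.09, 16.7 and 27.2 CPM elsewhere. Scrn1 and Unc5c were lowest in the maxillary process, at 5.20 and 54.0 CPM. The neuronal gene Stmn2 and the retinoic acid synthesis gene Aldh1a3 were lowest in the mandibular process, at 2.75 and 3.56 CPM.

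In both nasal libraries 114 genes were at least 2-fold above both first arch libraries, and 33 genes were at least 2-fold higher in both first arch libraries. The other 2 pairings of the 4 libraries separated 25 genes. With TPM in place of CPM, and the minimum of 5 applied to TPM, these numbers were 42, 30 and 43, and 75 genes were higher in the medial and 43 in the lateral nasal process. Of the genes called higher with CPM, 31 of the medial nasal, 60 of the mandibular, 17 of the lateral nasal and 9 of the maxillary process were also called with TPM, as were 37 of those higher in both nasal and 18 of those higher in both first arch libraries. With TPM and no minimum level, 85 of the 114 nasal and 29 of the 33 first arch genes stayed 2-fold apart. So did 79 of the medial nasal, 87 of the mandibular, 25 of the lateral nasal and 15 of the maxillary genes. A pseudocount of 2 gave 18 genes higher in the lateral nasal and 19 lower in the mandibular process, and every count of called genes moved by more than 1.5 times with another minimum level or a 3-fold threshold. The lower nasal value exceeded the higher first arch value 114-fold (interval 31.4 to 949) for the lipid flippase gene Atp8b4 and 59.0-fold (interval 25.0 to 183) for Sp8. The homeobox genes Otx2 and Lhx2 stood 15.6-fold (interval 9.30 to 28.4) and 14.6-fold (interval 9.16 to 24.5) higher. Acsm4, Fezf1, Fstl5, Myt1l, Gata2 and Hpse2 stood 6.96 to 65.2-fold higher. Genes higher in both first arch libraries included muscle genes, with Actc1 at 23.8-fold (interval 11.9 to 55.9) and the myogenic regulator Myog at 16.9-fold (interval 6.95 to 53.5). Myh8, Myh3, Neb and Ttn stood 6.62 to 21.1-fold higher. Lhx6, Sim2, Dlx1 and Barx1 stood 7.81 to 9.85-fold higher. Between single libraries, 324 genes were 2-fold apart between the lateral and medial nasal, 343 between the lateral nasal and maxillary and 327 between the maxillary and mandibular processes. The number was 668 between the medial nasal and mandibular, 625 between the medial nasal and maxillary and 598 between the lateral nasal and mandibular processes. With TPM, the number between the medial nasal and mandibular processes was 441 and that between the medial nasal and maxillary processes 399. A minimum of 1 CPM raised the number for every pair by more than 1.5 times. The numbers then ran from 653 between the maxillary and mandibular to 1242 between the medial nasal and mandibular processes.

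The distal first arch list (12 genes) had a median log2 difference of 2.00 (interval 1.82 to 2.16) in the mandibular process, with 7 members called higher there. The first arch oral mesenchyme list (6 genes, with Lhx6 and Dlx1) was 2.21 (interval 2.11 to 2.28) in the maxillary process and nearly as high in the mandibular process, at 2.118 (interval 2.01 to 2.24). The proximal first arch list (8 genes) was 1.10 (interval 1.00 to 1.17) in the maxillary process. The frontonasal list (6 genes) was 1.01 (interval 0.96 to 1.04) in the lateral and 1.17 (interval 1.04 to 1.29) in the medial nasal process. The list of the olfactory placode and pit (11 genes, with Sp8 and Lhx2) was 1.02 (interval 0.76 to 1.17) in the lateral and 1.55 (interval 1.22 to 1.77) in the medial nasal process. Neural lists were highest in the medial nasal process. The forebrain neuroepithelium list (6 genes, with Hes5, Sox1 and Otx2) reached 2.80 (interval 2.28 to 2.98) and the cranial sensory neuron list (10 genes) 1.63 (interval 1.42 to 1.72) there. Schwann cell precursor genes (6 genes) had a median of 0.99 (interval 0.79 to 1.21) in the maxillary process. The myogenic list (11 genes) was 1.94 (interval 1.73 to 2.33) in the mandibular and 0.58 (interval 0.41 to 0.83) in the maxillary process. The cartilage and bone list (8 genes) was 0.67 (interval 0.43 to 0.77) in the medial nasal process, with Sox9 at 113 CPM there. The epithelium list (14 genes) was 0.23, 0.23, -0.02 and -0.28 in the lateral nasal, medial nasal, maxillary and mandibular processes. Erythroid genes (10 genes) were 0.39, -0.33, 0.26 and -0.29 in the same order. Endothelial genes (9 genes) were -0.15, 0.02, 0.05 and 0.12, and leukocyte genes (8 genes) 0.12, -0.01, 0.02 and -0.18. Each median given here lay outside the central 95% of 10000 random lists matched on expression, except the following. These are the maxillary median of the epithelium, the medial nasal, maxillary and mandibular medians of the endothelium and all 4 of the leukocytes. With TPM, or with members of at least 20 CPM, the lateral nasal median of the endothelium lay inside too. No difference between processes could be set against a spread between embryos.

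**Figure D2:**
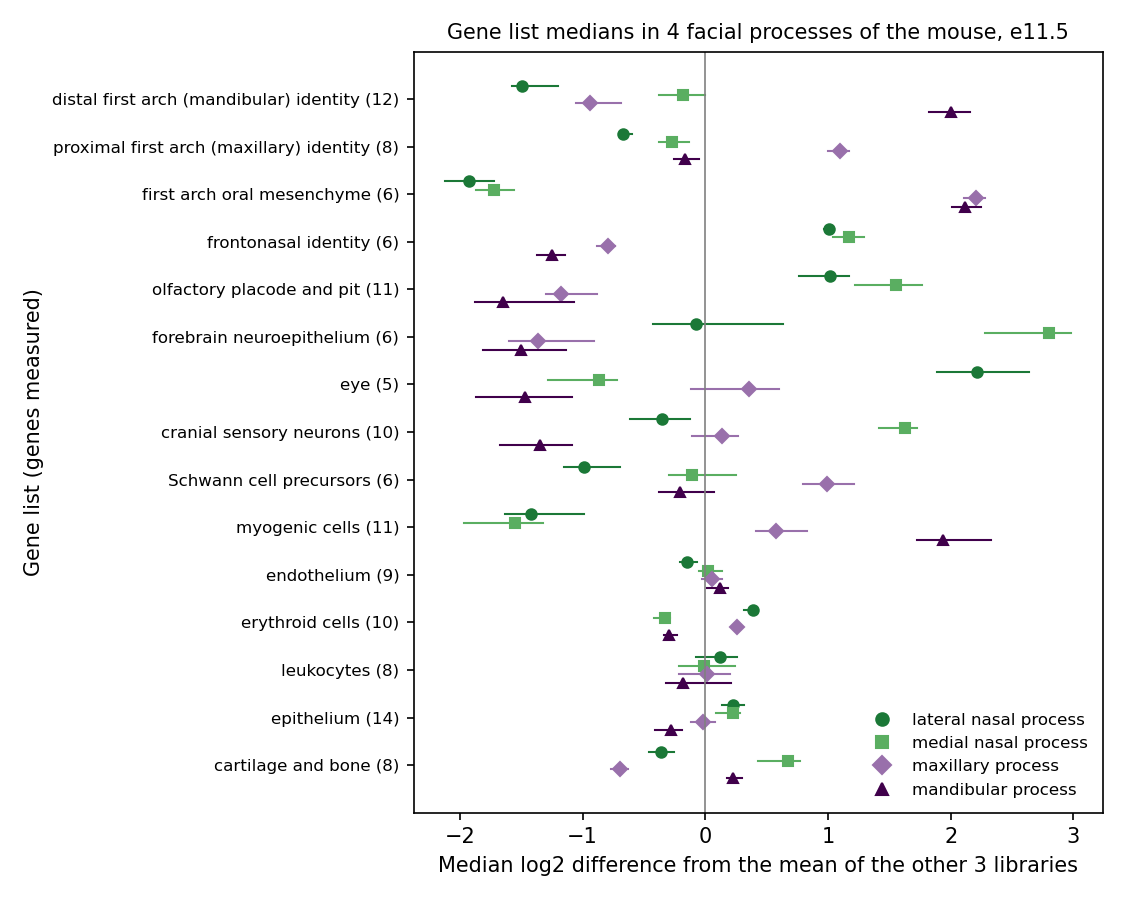
Median log2 difference between 1 process and the mean of the other 3 for 15 gene lists, with the number of genes measured beside each list. Points are the medians in the 4 libraries and lines their 95% counting intervals, and the myogenic list reached 1.94 in the mandibular process.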

Mouse datasets were analyzed using mouse reference genome version mm10 and GENCODE M4 gene annotations.

### rGREAT ontology analyses

To identify human phenotype ontology terms enriched in our list of 13,983 reproducible human craniofacial enhancers, we ran rGREAT^51^ (Bioconductor version: Release 3.17) that performs GREAT^116^ analysis (http://great.stanford.edu) on noncoding regions to predict their functions based on annotations of nearby genes. The following parameters were used from the GREAT tool: a default of 5 kb upstream and 1 kb downstream basal plus extension for proximal regulatory regions, up to 10 kb for distal regions, and curated regulatory domains were included. A background of whole genome hg38, a cut-off based on binomial false discovery rate <0.01, and fold enrichment >2 was applied to retain the top terms (Supplementary Data 6).

### Enhancer-target gene predictions

We intersected our list of 13,983 reproducible human enhancers with publicly available long-range chromatin interaction data derived from promoter capture HiC for ~19,000 promoters in human embryonic stem cells^52^. Genomic coordinates of the interacting fragments were converted to hg38, the predicted target gene and extent of overlap with the human enhancers from this study are reported in Supplementary Data 7. For 3005 chromatin segments containing predicted human craniofacial enhancers, and interacting with the promoters of 2921 genes, we performed Spearman’s Ranked Correlation Coefficient (SRCC) analysis between enhancer signal intensities (H3K27ac ChIP-seq, Trimmed Mean of M-values normalized) and gene expression counts (RNA-seq) of the assigned target genes (Supplementary Data 7) for predicted enhancer:target gene pairs versus all other pairs. We performed this analysis for combined as well as individual activity windows shown in Fig. 2b for a subset of matched samples, i.e., five instances where enhancer predictions and gene expression data were available from identical human embryonic face samples, namely CS18_12612, CS18_12695, CS19_12696, CS22_11963, and CS23_12492 (Supplementary Fig. 3, Supplementary Data 8). Mann–Whitney *U* test statistic was used to ascertain significance between the correlated enhancer:target gene pairs of interest versus all other pairs. We note that the correlation is highly significant but quantitatively moderate. This is likely due to technical factors, including imperfect enhancer-gene associations, target gene predictions not being available for all enhancers, differences arising from comparing predictions from human embryonic stem cells versus complex primary human embryonic tissue encompassing varying stages of differentiation, not excluding cases with redundant enhancers acting on the same gene(s), and uncertainty about the expected quantitative correlation between H3K27ac signal intensity at an enhancer and the expression level of a target gene. For the correlation for class “week-specific” in Supplementary Fig. 3b, the comparisons may not be significant due to the lack of capability of SRCC to detect patterns driven by one or two data points.

### GWAS data

The NHGRI-EBI Catalog of Genome-wide association studies^117^ was mined for studies with the following keywords: craniofacial, face, cleft lip, cleft palate, microsomia, salivary, taste, and tooth. The compiled studies comprised diverse populations and ethnicities ranging from those belonging to the Unites States, Europe, Taiwan, China, Singapore, Korea and the Philippines, Brazil, Spain, Latin Americas, Uyghurs, as well as admixed populations. For data published in the catalog by early 2022, we aggregated 41 studies representing normal facial variation as well as dento-oro-craniofacial disease. The SNiPA tool^118^ was used for querying SNPs in LD (*r*^2^ ≥ 0.8) with the lead SNPs for the appropriate populations for the respective GWAS. This compilation of GWAS (Supplementary Data 9–10) was intersected with 13,983 reproducible human enhancers derived from primary embryonic bulk face between CS13-23. We have partitioned a total of 14,137,504 SNPs from the dbSNP155^119,120^ catalog by their association with normal face variation or human disease and overlap with reproducible fetal human face enhancers described in this work. We found that 605 out of 27386 (2.3%) normal face variation- or human disease-associated SNPs overlapped the peaks, while only 245,727 out of 14,083,942 (1.8%) non-associated SNPs did. The overlap was significantly different from random expectation with an odds ratio of 1.27 (Pearson’s Chi-squared test with Yates’ continuity correction: X-squared = 34.102, *df* = 1, *p* value = 5.229e-09).

### Intersecting VISTA catalog with predicted craniofacial enhancers

We intersected a subset of 130 human craniofacial regulatory elements (out of 3193 total curated) in the VISTA Enhancer Browser with 13,983 reproducible human candidate enhancers for weeks 4–8 from this study requiring a minimum 100 bp overlap (Supplementary Fig. 2, and Supplementary Data 4). We note that VISTA enhancers are not a random sample of the genome and are intentionally picked for their high levels of evolutionary conservation, high levels of epigenomic signal in embryos, lower repeat content, and proximity to genes known to regulate embryonic development.

### Single-cell RNA-seq

Both wild-type FVB/NJ crosses (ages 7–8 weeks), as well as transgenic mice harboring the *Hsp68* promoter and mCherry reporter at *H11* locus and generated as described earlier in Methods, were used. Transgenic embryos were harvested at the determined developmental stage, between 11.5–13.5 dpc (8 samples at e11.5, 1 sample at e12.5, and 4 samples at e13.5), and examined for positive *mCherry* signal if applicable. Embryos positive for *mCherry* reporter activity showed reproducible and comparable enhancer-reporter expression as seen in the *lacZ* expression patterns for VISTA enhancers hs1431, hs521 and hs746 used in this study. Embryos were consistently kept in ice-cold PBS until dissection. Upon fluorescence screening, developing face tissue was dissected with the aid of a Leica MZ16 microscope, and immediately processed for downstream experiments. Fresh mouse embryonic face tissue was mechanically dissociated by pipetting gently into a single-cell suspension using Accumax, assessed for viability of cells and for cell density using Trypan Blue staining. Individual cells were quantified, spiked with 10% HEK293T/17 frozen-thawed cells, and processed using the 10X Genomics Chromium Next GEM Single-Cell 3’ protocol including transcript capture and library preparation for single-cell gene expression. Samples were either processed individually or pooled using a Multi-seq strategy^121^ upstream of the 10X Genomics Chromium protocol. The resulting libraries were sequenced on an Illumina HiSeq2500 or NovaSeq 10X. BCL files from Illumina were processed into FASTQ format, individual sample libraries were de-multiplexed as necessary, reads were aligned to mm10 reference genome where *mCherry* sequence was added as an additional chromosome. Cell Ranger 3.1.0 software was used to process the raw sequence files and generate feature-barcode matrices. After correcting for batch effects, data from all libraries was aggregated into a single R object file using the 10X Genomics Cell Ranger 3.1.0. Seurat v3.2 guided clustering tutorial was used for formal downstream analyses^122–124^. Adhering to the standard pre-processing workflow and quality control, cells with unique feature counts>200 and <5%mitochondrial reads were retained. Based on the inspection of UMI/gene count plots, the UMI range, which preserved the main group of cells and excluded both droplet debris and likely clumps of cells was established for each sample separately (2000–4000 minimum, 15,000–60,000 maximum). For scRNA-seq, samples were integrated using standard Seurat procedure; *SelectIntegrationFeatures* function was run on a list of all 9 samples to be integrated to find 3000 most variable features. *mCherry* transcripts, genes on chromosomes X or Y (Gencode vM24) and cells expressing >5% mitochondrial genes (with names starting with *mt*) were removed from that list. *PrepSCTIntegration*, *FindIntegrationAnchors* and *IntegrateData* functions were run to obtain an integrated dataset. Normalization, feature selection, scaling, dimensional reduction, clustering and finding cluster biomarkers i.e., differentially expressed features were performed as guided. Our final Seurat/clustered UMAP consists of a 25,645 feature by 57,598 cell matrix, with a median of 1659 and a range of 500–8840 genes expressed per cell (Supplementary Fig. 5), and a range of 474–9,148 cells for the smallest to largest clusters (Supplementary Data 16).

#### Assigning cell type identity to scRNA-seq clusters

We systematically assigned cell type identities to the clusters in our craniofacial scRNA-seq dataset using two computational methods. (i) Using our primary single-cell dataset as query, we assigned cell type identities by Seurat-based automated reference mapping to a published large single-cell gene expression dataset^125^ of whole mouse embryonic development for stages e9.5–13.5, the reference was downsampled to 100 K cells for efficient processing and retained all 38 broad cell types originally described. 27 cell types from the reference were summarily mapped in our craniofacial scRNA-seq dataset by Seurat’s label transfer; the referenced cell types showed a good overall correlation with the cell types associated with the top 20 marker genes in most clusters in our *ScanFaceX* dataset. (ii) In parallel, we used the *scran’s* scoreMarkers wrapper function described in the *scran* package, which uses effect sizes (Cohen’s *d* statistic) to perform differential expression to list marker genes for each of the clusters in a scRNA-seq dataset^126,127^. These marker gene sets were tested for enrichment of Gene Ontology (GO) biological process terms by performing a hypergeometric test to identify GO terms overrepresented in our *ScanFaceX* dataset. Cell type annotations from methods (i) and (ii) described above were compared and resulted in each cluster in the *ScanFaceX* dataset having one or more cell type annotations. Finally, cell clusters that showed similar or close cell-type-specific signatures were manually merged to reflect 16 formal annotations for definitive cell types capturing craniofacial development and morphology. We note that the label “other craniofacial” encompasses a mix of cells with the following descriptive terms retained from the auto-referencing steps: palate development, roof of mouth, mesenchyme, and premature oligodendrocytes. (Supplementary Figs. 7, 9–11, Supplementary Data 14–16).

### Single-nucleus ATAC-seq

Wild-type FVB/NJ crosses (ages 7–8 weeks) were used to generate mouse embryos for each of the developmental stages e10.5–15.5. Face tissue was dissected, flash-frozen in liquid nitrogen (N2) and stored at −80 °C until ready to process. Tissue was transported to the Center for Epigenomics, University of California, San Diego School of Medicine, La Jolla, CA, for processing using a combinatorial indexing-assisted single-nucleus ATAC-seq strategy^77^. Briefly, nuclei were isolated and permeabilized in optimized conditions, pelleted and suspended in resuspended in 500 μL high salt tagmentation buffer. Nuclei were counted using a hemocytometer and 2000 nuclei were dispensed into each well of a 96-well plate per sample. A BenchSmart™ 96 (Mettler Toledo) was used to add 1 μL barcoded Tn5 transposomes to each of the wells in the 96-well plate, the mix was incubated for 60 min at 37 °C with shaking (500 rpm). EDTA at a final concentration of 20 mM was then added to each well for incubation at 37 °C for 15 min with shaking (500 rpm) to terminate the Tn5 reaction. Next, nuclei were suspended in 20 μL of 2× sorting buffer (2 % BSA, 2 mM EDTA in PBS), wells for each sample were combined and stained with Draq7 at 1:150 dilution (Cell Signaling). 20 nuclei per sample were sorted per well into eight 96-well plates (total of 768 wells) in 10.5 μL of Elution Buffer (25 pmol primer i7, 25 pmol primer i5, 200 ng BSA (Sigma) using a Sony SH800. A Biomek i7 Automated Workstation (Beckman Coulter) was used for performing downstream steps. Samples were incubated at 55 °C for 7 min with shaking (500 rpm) in 1 μL 0.2% SDS, followed by addition of 12.5% Triton-X to quench the SDS. Samples were PCR-amplified (12.5 μL NEB Next High-Fidelity 2× NEB PCR Master Mix; [72 °C 5 min, 98 °C 30 s, (98 °C 10 s, 63 °C 30 s, 72 °C 60 s) × 12 cycles, held at 12 °C]). Wells were combined post-PCR. A manual MinElute PCR Purification Kit (Qiagen) along with a vacuum manifold (QIAvac 24 plus, Qiagen) was used for library purification, and size selection was performed with SPRISelect reagent (Beckmann Coulter, 0.55x and 1.5x). A Qubit fluorimeter (Life Technologies) was used to quantify the libraries, and the nucleosomal pattern of fragment size distribution was verified on a High Sensitivity D1000 Tapestation (Agilent). Libraries were sequenced on a NextSeq500 or HiSeq4000 (Illumina) using custom sequencing primers.

Reads were aligned to mm10 reference genome using bowtie2 with default parameters, and cell barcodes were added as a BX tag in the bam file. Only primary alignments were kept. Duplicated read pairs were removed with Picard, and proper read pairs with insert sizes less than 2000 were kept for further analysis.

#### Clustering and cell type annotation

snapATAC2 (version 1) package was used to perform read counting and cell clustering for both all-tissue clustering and tissue-level clustering^128^. First, we removed nuclei with less than 400 fragments or TSS enrichment <4 for all tissues and calculated a cell-by-bin matrix at 5000-bp resolution for every sample independently, binarized the matrices and subsequently merged them for each clustering task. Next, we filtered out any bins overlapping with ENCODE blacklist (mm10, http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse/mm10.blacklist.bed.gz). To stabilize the variance and reduce the impact of noise, we normalized the read coverage of all bins with log10 (count+1), applied Z-score transformation to ensure that each feature contributes equally to downstream analyses, and only removed bins with absolute Z scores higher than 2. After these filtering steps, we calculated Jaccard Index and performed dimensional reduction using the runDiffusionMaps function on similarity matrices. The memory usage of the matrices scales quadratically with the number of nuclei. Therefore, given the computational limitations at the time of analysis, and based on evidence provided by SnapATAC^128^, we sampled a subset of 30,000 “landmark” nuclei to compute the matrices and then extended to the rest of the cells. After dimensional reduction, we selected the top 20 eigenvectors based on the variance explained by each eigenvector and computed 20 nearest neighbors for each nucleus and applied the Leiden algorithm (leiden clustering resolution = 1) to define 20 clusters.

To perform label transfer from the scRNA-seq to the corresponding snATAC-seq data we first created a gene activity matrix from the snATAC-seq data using accessibility in TSS and gene bodies with the SnapATAC package. We then converted our gene activity matrix into a Seurat object and used default parameters for the Seurat function *FindTransferAnchors* to perform canonical correlation analysis on the gene activity matrix along with the gene expression quantification from the scRNA-seq data. The *FindTransferAnchors* function in Seurat uses unsupervised identification of anchors representing cells from separate datasets, with the assumption that these cells are derived from shared biological states^129^. Finally, we used the *TransferData* function to annotate the snATAC-seq data via label transfer.

For the scatter plots showing normalized accessibility versus gene expression (Fig. 4b), we used a gene-by-cell matrix, which has counts for reads at the TSS and the gene body of each marker gene.

### Comparing human craniofacial enhancers with previously reported enhancer catalogs

We compared human enhancers identified in this study with a set of 5000 primate enhancers profiled from cranial neural crest cell differentiation using both chimpanzee and human cells and a list of 1000 human-biased enhancers^16^. Genomic coordinates of these enhancers were converted to hg38 using LiftOver and intersected with our list of 13,933 reproducible human enhancers. Similarly, enhancers identified by Cap Analysis of Gene Expression (CAGE) including those from normal human embryonic palatal mesenchyme (HEPM:CNhs11894) cells were obtained from the FANTOM5 database^97–99^. Genomic coordinates of the enhancer lists from FANTOM5 were converted to hg38 and intersected with the 13,983 human reproducible craniofacial enhancers from this study. Results of this analysis are reported in Supplementary Data 2.

### Imaging

For both brightfield and fluorescent images, all embryos were imaged with a Leica MZ16 microscope and a Leica DFC420 digital camera using identical lighting conditions.

### Statistics and reproducibility

Statistical analyses are described in detail in the Methods section above. For human embryonic face samples, we performed experiments with biological replicates as follows: three at CS18, one at CS19, two at CS22 (with two technical replicates for one of two samples), and one at CS19 for ChIP-seq. We performed experiments with two biological replicates at CS18, one each at CS19, and CS22-23 for ATAC-seq; four replicates at CS18, one at CS19, seven at CS22, and four at CS23 for RNA-seq. For single-cell experiments of the mouse face, we performed experiments for eight biological replicates at e11.5, and four replicates each at e12.5 and e13.5, respectively, for scRNA-seq, while single samples at each of the six mouse embryonic stages (e10.5, e11.5, e12.5, e13.5, e14.5, and e15.5) were processed for snATAC-seq. For transgenic assays primarily performed and reported in this study, we confirmed results in at least two independent animals (range 2-10 positive results) and used criteria consistent with our site-directed transgenesis pipeline established for the VISTA Enhancer Browser. Individuals who qualitatively assessed the results of in vivo transgenic reporter assays were blinded to genotyping information. For all other experiments, the investigators were not blinded to allocation during experiments and outcome assessment. No statistical method was used to pre-determine sample size. No data that passed quality control criteria for experiments were excluded from the analyses. The experiments were not randomized. Unless otherwise stated, default parameter settings were employed for any software tool that was used in the analyses. Whenever a p-value is reported in the text, the statistical test is also indicated. All statistics were estimated, and plots were generated using the statistical computing environment R/R version 4.1.0.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-22

Reporting Summary

### Source data

Source Data

## Data Availability

Wherever applicable, reference genomes Human GRCh38/hg38 and Mouse GRCm38/mm10 were used for alignment and comparisons. The ChIP-seq, ATAC-seq, RNA-seq, as well as scRNA-seq and snATAC-seq data presented in this publication and generated as part of this study are accessible at the National Institute of Dental and Craniofacial Research’s FaceBase^79,108,130,131^ Consortium (facebase.org), and can be found under the following records: RNA-seq, ChIP-seq and ATAC-seq analysis of human fetal tissue, *FaceBase Consortium* Accession: FB00001358 [10.25550/3C-4G62]. Single-cell RNA-seq and single-nucleus ATAC-seq analysis of mouse embryonic tissue, *FaceBase Consortium* Accession: FB00001359 [10.25550/3C-4R98]. These data are additionally deposited in NCBI’s Gene Expression Omnibus^132,133^ and are accessible under GEO Series Accession GSE235858. Other published datasets used in the analyses are described in detail in Methods, cited studies^16,24,52,97,98,125^ and listed in Supplementary Data. The NHGRI-EBI Catalog of Genome-wide association studies is accessible at https://www.ebi.ac.uk/gwas/home, and the FANTOM5 database is accessible at https://fantom.gsc.riken.jp/5/. Images of embryos with *lacZ-*reporter activity are available from the VISTA Enhancer Browser https://enhancer.lbl.gov/.  Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

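RNA from the lateral nasal, medial nasal, maxillary and mandibular processes of wild-type mouse embryos at embryonic day 11.5 was analysed, with 1 library of mixed cell types per process. The authors prepared stranded total RNA libraries after removal of ribosomal RNA, sequenced single-end reads of 50 bp, aligned them to mm10 with STAR and estimated counts with RSEM 1.4.1 and GENCODE M4 annotations in the pipeline for 1 replicate. The deposited expected counts are not normalized, and RSEM divides reads that match several genes among them. The authors also deposited TPM, a length-corrected share of transcripts, and the posterior mean count of each gene. The authors' other data sets, including those from human tissue, were not analysed here.

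The expected counts of 43346 gene entries were rounded to whole numbers. The 96 spike-in entries held 0 counts, and 26248 further entries that carry only a number, with 1 to 5 counts per library, were left out. Symbols, biotypes and coordinates were taken from GENCODE M21 on GRCm38, the same build as mm10, by gene ID without its version, which gave a symbol to 42462 IDs and none to 884. Entries without a symbol held 0.307 to 0.342% of the counts. Dlx6os1 has 2 entries, which both count as list members.

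Normalization factors were computed with the trimmed mean of M values in edgeR 4.0.16 over genes with at least 10 counts in at least 1 library, and were 1.01, 1.02, 0.987 and 0.985 for the lateral nasal, medial nasal, maxillary and mandibular libraries. CPM, counts scaled to a library of 1000000 counts, refer to the library total times this factor, and log2 values were taken after adding 0.5. The total counts per library, 13216161 to 16163874, set the precision: 3 counts correspond to 0.185 to 0.223 CPM, which is the limit a count of 0 allows. Intervals of folds and of list medians, and exact (Clopper-Pearson) binomial intervals of shares, are 95% intervals for counting error. Since each process had 1 library, no difference between processes was tested against replicates and no p-value is given. List medians were compared with random gene lists only.

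A gene was called higher in a process at 5 CPM or more there and at least 2-fold above the highest of the other 3 libraries, and lower where the other 3 libraries reached 5 CPM and the process lay at least 2-fold below the lowest of them. Genes separated 2-fold were also counted between both nasal and both first arch libraries, and between the other 2 pairings. For each gene list, the median of the log2 difference between a process and the mean of the other 3 libraries was taken over members with at least 1 CPM in at least 1 library (over all members for the list of central nervous system genes), and its percentile was found among 10000 random lists of the same size matched on mean expression in 20 bins. Of 40 lists, 39 had at least 3 measured members; the pituitary list did not. Of 156 pairs of list and process, 45 lay above and 51 below the central 95% of random lists, where lists of randomly drawn genes give 7.8. Members of a list can vary together within a single library, so 7.8 is not the number expected by chance for such lists.

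The sample mapping, the gene lists, the thresholds, the alternatives and the rule for named genes were fixed before the data were examined, apart from those named in the closing section. The rule took the 8 protein-coding genes furthest above the next library and the 4 furthest below the others in each process, the 10 with the largest gap between the nasal and first arch libraries in each direction, the 5 most abundant genes, the genes the paper names, up to 4 genes of each other list, 10 genes that check the labels, and Xist with the Y-linked genes. The result of 1 gene taken by this rule is not reported here. Members of the imprinted list and of the list of central nervous system genes, Gm28437 and other genes described as chosen later were named after their values were seen. A gene's count was treated as uncertain where its posterior mean differed from the expected count by 10% or more in at least 1 library, leaving aside libraries where the expected count was below 0.5 and the posterior mean below 1.

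The alternatives were median-of-ratios size factors from DESeq2 1.42.0, total counts without factors, protein-coding genes alone, the deposited TPM, pseudocounts of 0.1 and 2, minimum levels of 1 and 20 CPM and none, a 3-fold threshold, and removal of genes with uncertain counts. For list medians the minimum of 1 CPM is the main setting, so that alternative leaves them as they are, and a minimum of 5 CPM for list members was added after the data had been seen. The procedure was tested on simulated counts of 43346 genes for the comparison of genes higher in the mandibular process: 70 of 70 genes raised 4-fold, 70 of 70 raised 2.5-fold and 0 of 60 raised 1.5-fold were called. These numbers hold for the simulated genes alone and give no error rate for the genes called in the 4 libraries. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.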

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

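The paper reports no result from these 4 libraries, and each value below is a signal outside the central 95% of random lists or, for mt-Co3, a library far below the others. The tests were chosen after the result was seen, and those of brain tissue, olfactory epithelium, muscle precursor cells and shared reads were revised after their first values; the list of central nervous system genes was written after the forebrain list had been seen to be high but before the values of its own genes were looked at, and the imprinted list was written after 9 members had been seen to be higher in the mandibular library.

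The medial nasal library had list medians of 2.80 for the forebrain neuroepithelium (6 genes) and 1.63 for cranial sensory neurons (10 genes). Brain tissue in the dissection is a candidate explanation: 13 genes of the central nervous system held by no other list, taken with no minimum level, had a median of 1.07 (interval 0.80 to 1.47), outside the random lists, with Nr2e1 at 6.36 CPM (4.12 in the lateral nasal process), Lmx1a at 4.07 CPM, Dbx1 at 3.55 CPM and Lhx5 at 2.88 CPM, although their most abundant gene, Wnt7b, stood at 18.8 CPM, below every other library, and the median of the 4 members at 1 CPM or more in another library was 0.48, inside the random lists. Neurons of the cranial ganglia were not tested apart from their list, and Tubb3, Stmn2 and Elavl4 stood at 170.0, 38.4 and 27.8 CPM against 102, 27.6 and 22.0 CPM in the lateral nasal library. More olfactory epithelium as the whole cause cannot be decided for the forebrain genes. Their log2 difference between the medial and lateral nasal libraries had a median of 2.00 (quartiles 0.84 to 2.65). It was 0.27 (quartiles -0.02 to 0.64) for 11 olfactory genes. However, 2 of the 6 forebrain genes reached 1 CPM in another library, against 11 of 11 olfactory genes. The others were measured only through their medial nasal level. Those 2, Otx2 and Six3, stood at 15.4 and 3.02 CPM in the lateral and 23.2 and 4.51 CPM in the medial nasal library. The others rose more, with Hes5 at 0.554 and 7.39 CPM. The part of the rise from the first arch mean that the lateral nasal library reached had quartiles of 3.43 to 54.2% for the 6 forebrain genes. These overlapped the quartiles of 9 olfactory genes above that mean, 51.6 to 106%. They did not overlap those of 7 olfactory genes 2-fold above it, 60.0 to 110%. Otx2 and Six3 reached 65.8 and 65.0%, inside both olfactory ranges. The other forebrain genes, measured only through their medial nasal level, reached -7.03 to 21.8%. The sensory neuron genes cannot be told apart either, as their median of 0.95 had overlapping quartiles of 0.54 to 1.90. A difference between the processes themselves stays open and was not tested.

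In the mandibular library, 43 imprinted genes, many of which control fetal growth, had a median of 0.71 (interval 0.66 to 0.94), with 13 called higher there on 4 chromosomes, among them H19 at 5331 CPM against at most 2365 CPM, Peg3 at 2524 against 811 CPM and Igf2 at 1616 against 503 CPM. The 34 measured members that had not prompted the list had a median of 0.49, and 4 of them were called higher. Library scaling as the whole cause is argued against by a lowest median of 0.676 under 4 other scalings. Muscle precursor cells were examined by the part of the rise from the nasal mean that the maxillary library reached. Among genes 2-fold above each other library, its median was 0.0439% (quartiles -2.97 to 5.22) for 14 imprinted genes. It was 22.3% (quartiles 20.7 to 27.9) for 7 myogenic genes. That condition itself limits the part reached in the maxillary library, so these values cannot decide the question. Among members 2-fold above the nasal mean, the quartiles were -2.19 to 13.2 for 19 imprinted and 21.6 to 43.8 for 11 myogenic genes. Those 19 include the genes that prompted the list because they were higher in the mandibular library. The 10 members that had not prompted it had 4.50% (quartiles -1.36 to 31.1) against 27.8%, with overlapping quartiles. Muscle precursor cells as the whole cause therefore cannot be told apart. A difference between the processes, or in the embryos that went into each library, stays open and was not tested.

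The count of mt-Co3 in the mandibular library lay 6.95 below the next library on the log2 scale. Reads shared with a nuclear copy are a candidate explanation: with the posterior mean count in place of the expected count, mt-Co3 stood at 885 CPM in the mandibular library and 732 to 1055 CPM in the others, and its distance below the lowest of them was -0.27. Lower mitochondrial transcription is argued against by the 4 of 13 mitochondrial messenger RNAs that share no sequence of 50 bases with another gene, whose median was 0.52 (range 0.32 to 0.65) in the mandibular library. A difference between the processes was not tested.

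The eye list (5 genes) had a median of 2.21 in the lateral nasal library, outside the random lists under the 9 of 11 alternatives that left at least 3 genes. The myogenic list had a median of 1.94 in the mandibular library, where 4 of 11 genes were called higher. The list of the pharyngeal endoderm and thyroid (3 genes) had a median of 2.40 in the mandibular library, outside the random lists under the 9 of 11 alternatives that left at least 3 genes. Hox genes of the second arch and posterior regions (3 genes measured) had a median of 1.63 there, outside under the 7 of 11 alternatives that left at least 3. The tissues behind these list medians were not tested. This includes eye tissue in the lateral nasal and second arch or other pharyngeal tissue in the mandibular dissection.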

How the results depend on the processing

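All alternatives were set before the data were examined except the minimum of 5 CPM for list members. With 1 library per process and no replicates, a count is described as kept when it stayed within 1.5 times the main value. The main counts were 28 higher and 15 lower in the lateral nasal, 124 and 16 in the medial nasal, 25 and 11 in the maxillary and 105 and 34 in the mandibular process, with 114 higher in both nasal processes, 33 in both first arch processes and 25 for the other pairings. With size factors from DESeq2, total counts, protein-coding genes alone, a pseudocount of 0.1 and removal of uncertain counts, every count of called genes stayed within that range. Of the 68 calls of named genes as higher or lower, which include mt-Co3 under 2 calls, all stayed 2-fold apart under the other scalings of counts and the other pseudocounts, and 66 did with TPM. Of all genes called higher with CPM, 31 of 124 in the medial nasal, 60 of 105 in the mandibular, 17 of 28 in the lateral nasal and 9 of 25 in the maxillary process were also called with TPM, and 79, 87, 25 and 15 of them stayed 2-fold apart with TPM when the minimum level was left out. Of those called lower, 6 of 16, 12 of 34, 8 of 15 and 3 of 11 in the same order were also called, with 37 of 114 higher in both nasal and 18 of 33 in both first arch processes. Without the minimum level, 85 of the 114 and 29 of the 33 stayed 2-fold apart with TPM. Of the 96 list medians outside the random lists, 71 stayed outside under each of 11 alternatives that gave a value and 25 lay inside under at least 1. For 16 of the 96, at least 1 alternative gave no value because fewer than 3 members were left.

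The total over the 4 libraries was 50499105 for protein-coding genes, against 58445461. With TPM, 43 genes were higher and 14 lower in the lateral nasal process (28 and 15 in the main setting), 75 were higher in the medial nasal, 17 lower in the maxillary and 21 lower in the mandibular process, 42 were higher in both nasal processes and 43 stood apart in the other pairings, while 399 genes were 2-fold apart between the medial nasal and maxillary and 441 between the medial nasal and mandibular processes. A pseudocount of 2 gave 18 genes higher in the lateral nasal process, 19 lower in the mandibular process and 16 for the other pairings. The cause was not tested for these settings. A minimum of 1 CPM gave 46 higher and 31 lower in the lateral nasal, 236 and 30 in the medial nasal, 40 and 31 in the maxillary and 176 and 64 in the mandibular process, with 192 higher in both nasal processes, 66 in both first arch processes and 57 for the other pairings; genes 2-fold apart numbered 688 between the lateral and medial nasal, 675 between the lateral nasal and maxillary, 1079 between the lateral nasal and mandibular, 1175 between the medial nasal and maxillary, 1242 between the medial nasal and mandibular and 653 between the maxillary and mandibular processes, on average 919. A minimum of 20 CPM gave 8 higher and 4 lower in the lateral nasal, 31 and 7 in the medial nasal, 12 and 4 in the maxillary and 52 and 12 in the mandibular process, with 23 higher in both nasal processes, 16 in both first arch processes and 7 for the other pairings. No minimum gave 55 higher and 34 lower in the lateral nasal, 254 and 36 in the medial nasal, 43 and 39 in the maxillary and 191 and 83 in the mandibular process, with 208 higher in both nasal processes, 70 in both first arch processes and 79 for the other pairings. A 3-fold threshold gave 11 higher and 7 lower in the lateral nasal, 45 and 2 in the medial nasal, 3 and 2 in the maxillary and 50 and 8 in the mandibular process, with 47 higher in both nasal processes, 19 in both first arch processes and 7 for the other pairings. Another minimum level tests more or fewer genes by construction, and a 3-fold threshold is stricter than a 2-fold one.

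The list medians that changed sign were those of the proximal first arch in the medial nasal and mandibular processes, at 0.064 and 0.28 with members of at least 20 CPM and at 0.064 and 0.28 with members of at least 5 CPM; of cranial sensory neurons in the lateral nasal process, at 0.25 with TPM, 1.00 at 20 CPM and 0.71 at 5 CPM; and of abundant noncoding RNAs in the lateral nasal process, at 0.030 without uncertain counts. The cause was not tested. No paired analysis was possible because each process had 1 library.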

Other observations

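Genes of signalling pathways differed between the processes. The hedgehog response list (8 genes) had a median of 0.94 (interval 0.82 to 1.05) in the mandibular, 0.46 in the medial nasal and -1.11 in the lateral nasal process, all outside the central 95% of random lists, and 0.01 in the maxillary process, inside it. Foxd1, a forkhead gene, stood at 5.48, 30.5, 5.93 and 22.2 CPM and Shh at 0.739, 4.43, 1.78 and 4.16 CPM in the lateral nasal, medial nasal, maxillary and mandibular processes. The BMP response list was highest in the lateral nasal process, at 0.57 (interval 0.48 to 0.61), and lowest in the mandibular process, at -0.57, where Msx1 and Id3, targets of BMP signalling, stood at 115 and 64.7 CPM against 266 and 128 CPM in the lateral nasal process; the medians were -0.30 in the medial nasal and 0.24 in the maxillary process, all 4 outside the random lists. Wnt response genes were highest in the maxillary process, at 0.70 (interval 0.54 to 0.76), with Lef1 at 237 CPM against at most 109.7 CPM elsewhere and Axin2 at 154 CPM, and were -0.52 in the medial nasal, -0.30 in the mandibular and 0.15 in the lateral nasal process, the last inside the random lists. FGF response genes differed less, at 0.10, 0.21, -0.15 and -0.26 in the same order as Foxd1, with the medial nasal and mandibular medians outside the random lists.

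Retinoic acid genes were highest in the lateral nasal process, with a list median of 0.64 (interval 0.45 to 0.76) and Aldh1a3 at 92.7 CPM. The eye list was also highest there, at 2.21, with Cryaa at 12.6 CPM, Pmel at 9.17 CPM and Cryba1 at 5.11 CPM. Cryaa stood at 5.01 CPM in the maxillary process and at 0 CPM in the medial nasal and mandibular processes. The paper describes Aldh1a3 expression in the retina and the nasal epithelium. Whether eye tissue in the lateral nasal dissection raised the eye list or the retinoic acid genes was not tested. The other medians of retinoic acid genes were -0.33 in the medial nasal, 0.06 in the maxillary and -0.32 in the mandibular process, with the maxillary value alone inside the random lists. Secreted signals had medians of 0.29, 0.09, -0.02 and -0.56, with the lateral nasal and mandibular values outside the random lists; Fgf17 stood at 7.98 CPM in the medial nasal process, where the forebrain list had its median of 2.80, against at most 1.60 CPM, and Wnt11 at 12.7 CPM in the maxillary process. Orofacial cleft genes (17 genes) had medians of -0.06, -0.02, 0.19 and 0.05, with the maxillary value outside the random lists; Osr2, needed for palate growth, stood at 25.8 CPM in the maxillary process and 13.7 CPM was the level of Meox2 in the mandibular process. Proliferation genes had medians of 0.13, -0.28, 0.16 and -0.01, with the medial nasal and maxillary values outside the random lists. Hypoxia and glycolysis genes had medians of 0.22, -0.04, 0.10 and -0.19, with the lateral nasal and mandibular values outside the random lists. Immediate early genes (0.02, -0.08, 0.02 and 0.06) and heat shock genes (0.05, -0.23, 0.01 and 0.06) lay inside the random lists in all 4 libraries.

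Of the genes the paper names, Ptn, a growth factor gene, stood at 119 CPM in the medial nasal process against 272 to 293 CPM elsewhere. The cartilage collagen gene Col2a1 was highest in the medial nasal process, at 406 CPM, as were Tfap2b at 206 CPM and Isl2 at 11.1 CPM. The muscle gene Tnnt1 stood at 28.8 CPM in the mandibular process, Snai2 at 30.8 CPM in the maxillary process and Pax6 at 16.1 CPM in the lateral nasal process. The epithelial gene Epcam stood at 65.1, 53.0, 29.2 and 22.8 CPM and Col6a3 at 148, 90.7, 237 and 252 CPM in the lateral nasal, medial nasal, maxillary and mandibular processes. Markers in Fig. 3 had list medians of 0.24, -0.17, 0.20 and 0.06 in that order, with the lateral nasal and maxillary values outside the random lists, and the genes in Fig. 4b and 4c -0.03, 0.41, -0.29 and -0.04, with the medial nasal and maxillary values outside the random lists. The genes around hs1431 had medians of 0.01, -0.10, 0.10 and 0.04, those around hs746 0.04, -0.07, 0.14 and -0.14, of which the maxillary and mandibular values lay outside (under 6 and 4 of 11 alternatives), and those around hs521 -0.06, 0.13, 0.05 and 0.06; the other genes in the text had medians of -0.13, -0.12, -0.005 and 0.21, and the values for hs1431, hs521 and these other genes lay inside the random lists. With TPM, the maxillary medians of BMP response genes, proliferation genes and the markers in Fig. 3 lay inside as well. That of the markers in Fig. 3 also lay inside with a pseudocount of 2. With members of at least 20 CPM, the medial nasal medians of hedgehog response and retinoic acid genes lay inside. The lateral nasal median of the markers in Fig. 3 did so too. The mandibular median of Wnt response genes lay inside with members of at least 5 CPM, and that of hypoxia and glycolysis genes with no minimum.

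Xist, transcribed from the inactive X chromosome of females, stood at 1184, 1602, 1107 and 1537 CPM, and the Y-linked gene Ddx3y at 34.4, 27.9, 30.0 and 43.1 CPM, both above the limit of 3 counts in all 4 libraries. The sex-linked list had medians of -0.01, -0.05, -0.29 and 0.36, with the maxillary and mandibular values outside the random lists.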
